# Examining the Effect of *Notocactus ottonis* Cold Vacuum Isolated Plant Cell Extract on Hair Growth in C57BL/6 Mice Using a Combination of Physiological and OMICS Analyses

**DOI:** 10.3390/molecules28041565

**Published:** 2023-02-06

**Authors:** Junko Shibato, Fumiko Takenoya, Ai Kimura, Cheol Woo Min, Michio Yamashita, Ravi Gupta, Sun Tae Kim, Randeep Rakwal, Seiji Shioda

**Keywords:** *Notocactus ottonis*, cactus, cold vacuum extraction, hair growth, animal model, gene, protein, metabolite, bioinformatics, health

## Abstract

The biological and psychological importance of hair is recognized worldwide. Molecules that can promote the activation of hair follicle stem cells and the initiation of the growth phase have been subjects of research. Clarifying how hair regeneration is regulated may help to provide hair loss treatments, including cosmetic and even psychological interventions. We examined the hair-growing effects of a cell extract (CE) obtained from cactus *Notocactus ottonis* by the cold vacuum extraction protocol, by investigating its hair-growing effects, relevant mechanisms, and potential factors therein. Using male C57BL/6 mice, vehicle control (VC: propylene glycol: ethanol: water), MXD (minoxidil, positive control), and *N. ottonis* CE (N-CE, experimental) were applied topically to the backs of mice. The results showed that MXD and N-CE were more effective in promoting hair growth than VC. An increase in number of hair follicles was observed with N-CE in hematoxylin-eosin-stained skin tissue. The metabolite composition of N-CE revealed the presence of growth-promoting factors. Using mouse back whole-skin tissue samples, whole-genome DNA microarray (4 × 44 K, Agilent) and proteomics (TMT-based liquid chromatography-tandem mass spectrometry) analyses were carried out, suggesting the molecular factors underlying hair-promoting effects of N-CE. This study raises the possibility of using the newly described *N. ottonis* CE as a hair-growth-promoting agent.

## 1. Introduction

Hair plays an important role in maintaining biological functions such as protection and body temperature maintenance, as well as psychological health. Thus, even if hair loss is not a fatal disease, it is known to negatively impact people psychologically, and as its incidence increases so does the consumer market for hair growth products [1]. Currently, there are only two drugs approved by the U.S. Food and Drug Administration (FDA) for the treatment of hair loss: minoxidil (MXD) and finasteride; the details of MXD’s mechanism of action are unknown, but it is known to prolong the duration of the hair growth phase by inducing vasodilation in the scalp [2,3,4,5]. Finasteride has been demonstrated to prevent androgenic alopecia by inhibiting 5α-reductase activity, which affects the male hormone metabolism [6]. However, side effects have been reported with MXD and finasteride use [7,8]. These issues have led to an increased interest in recent years in adjunctive and alternative therapies using safe and effective natural products.

Our research group has been utilizing a low-temperature vacuum extraction approach for obtaining both a solution and a powder residue of agricultural products (whole plant and plant tissues). The aim of this novel approach is to (1) examine methods for effective utilization of the extracted products and thereby the use of agricultural products or by-products, and (2) further analyze potentially useful molecular components present in these residues. To note, the low-temperature vacuum extraction method differs from the conventional steam distillation method in that it produces almost 100% of the (aroma) oil and cell extract (CE) contained in the raw (plant) material by extraction at a low temperature of 30 to 40 °C under vacuum. CE is expected to be used not only for aroma and beauty, but also for food ingredients and cosmetic materials, since active ingredients such as polyphenols that cannot be extracted by steam distillation, can be detected [9]. 

In the course of our research on the use of this low-temperature vacuum extraction protocol, we found that the cactus *N. ottonis* CE (N-CE) had a hair-growth-promotion effect. Cactus has been used traditionally since ancient times for medicinal and other purposes. Recently, cactus has been attracting attention for its nutritional and medicinal components, as well as functional ingredients for cosmetic purposes, and is expected to be used as a raw material in the food, cosmetic, and pharmaceutical industries [10,11,12,13]. However, there are a few research reports investigating the effects of cactus on hair growth. 

This study attempted to provide new basic data on hair growth effects and mechanisms therein for the use of N-CE as a new hair-growth-promoting agent by conducting comparative experiments with treatment by MXD, approved by the US FDA. The gene and protein expression data are publically available at NCBI GSE222210 and ProteomeXchange identifier PXD039218.

## 2. Results

### 2.1. Hair Growth Promoting Action

Figure 1 shows the percentage of hair-growing areas in mice 14 and 27 days after application of the adjusted sample (N-CE, MXD and a vehicle control-VC) in the mouse back skin hair-growing experiment (Figure 1A). Fourteen days later, the hair-growing rate of N-CE was slightly lower than that of MXD, but 27 days later, the hair-growing effect was as high as that of MXD (Figure 1B).

### 2.2. Optical Microscopic Observation with H&E Staining

The data shown in Figure 2A were obtained 27 days after the start of the experiment, and the graph shows the follicle average (n = 6). Follicle number increased in both N-CE and MXD compared with VC, but a significant (*p* < 0.01) increase was observed in N-CE. The observation of the number of hair follicles in the back skin of mice evaluated for hair growth using an optical microscope is shown in Figure 2B. 

### 2.3. Results of the Component Analysis

CE-TOFMS analysis of N-CE was performed for substances registered in the HMT Metabolite Library and the Known–Unknown Peak Library. As a result, 89 peaks (62 cations and 27 anions) were detected. Quantitative values were calculated for 10 (8 cations, 2 anions) of the detected peaks among the target component metabolites (Table 1). The substances listed in Table 1 were examined and several of them were found to be involved in hair growth. Substances involved in hair growth are highlighted in gray, and substances contained in hair care products such as shampoos and conditioners are shaded. Adenosine was detected as a substance related to hair growth. Adenosine has been commercialized as “Medicated Adenogen EX” (Shiseido) [14]. In addition, pantothenic acid, pyridoxal, pyridoxamine, pyridoxine, riboflavin, and other members of the vitamin B family were also abundant [15]. Pantothenic acid, in particular, is also found in many shampoos and hair growth products [16]. These results clearly indicate that N-CE contains numerous substances involved in hair growth and conducive towards hair care.

### 2.4. Results of the DNA Microarray Analysis

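The DNA microarray data came from RNA of whole back skin of mice that received 200 µL per day of 3% MXD, 10% N-CE or VC on the shaved back. MXD is minoxidil, the positive control, and VC is the vehicle alone. RNA of 6 mice was pooled per group at 1W, 2W and 3W, so each treatment and week is 1 pool and has no biological replicate. Each treated pool was hybridized together with the VC pool of the same week on 2 arrays with the Cy3 and Cy5 dyes exchanged, which gives 6 comparisons and 12 arrays. The 4 arrays of a week share a slide and a VC pool, so slide and week cannot be separated. The authors processed the scans with Agilent Feature Extraction, recorded in the deposited data as version 12.0.3.1. Its output per spot is the log10 ratio of Cy5 over Cy3 after LOWESS dye normalization, an error-model P for that ratio and the signal intensity in each channel. Of the 45018 spots on an array, 43379 are for mouse transcripts. They hold 41174 distinct probes, of which 245 are printed 10 times, under 27373 gene names. Between 57.0% and 65.0% of these spots were well above background in Cy3 and between 61.3% and 69.6% in Cy5. Saturated spots numbered 0 on every array, and 143 to 355 spots per array carried the scanner software's outlier mark and were left out. For 13.0% to 21.7% of spots neither channel exceeded background, and Feature Extraction sets their log ratio to 0. The log ratios were turned so that positive values mean higher in the treated skin, converted to log2, and averaged over the spots of a probe and over the dye swap. Errors are the SD over the 2 arrays of a dye swap and describe the measurement, not the mice. The median SD of a probe lay between 0.12 and 0.23 on the log2 scale. A probe was called up- or down-regulated when its P was under 0.01 on both arrays in the same direction and its mean fold was above 1.5 or below 0.75. A probe not well above background in one group's channel on both arrays was given only a lower bound on its fold. The bound divides the signal of the brighter group by the lowest signal that still counted as well above background in the other group, after normexp background correction, loess and quantile normalization of the average intensities. It compares intensities of single channels and so is open to dye bias, which the dye swap balances. The number of arrays limits the precision.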

The whole-genome DNA microarray data of treated (MXD and N-CE, over VC) back whole-skin tissue of C57BL/6J mice were submitted to NCBI’s GeneExpression Omnibus under the GEO series accession number GSE222210 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE222210, accessed on 29 January 2023). Figure 3 shows the number of genes up-regulated more than 1.5-fold or down-regulated less than 0.75-fold at each time point (week after treatment: 1W, 2W, and 3W; the DNA microarray sample dye-swap chip combinations are indicated). Overall, more genes were down-regulated than up-regulated, but the number of variable genes was higher after 2 weeks of MXD treatment. 

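By the criterion on fold and P, the ratio of down- to up-regulated probes was 1.12 in MXD at 1W, 1.44 at 2W and 1.12 at 3W. In N-CE it was 5.1 at 1W, 0.75 at 2W and 0.919 at 3W. The share of probes called was 9.86% in MXD at 2W and between 0.119% and 1.78% in the other 5 comparisons. Leaving out the P threshold moved the counts most in N-CE at 2W, to 961 up- and 2296 down-regulated probes. With normexp and loess, the counts of down-regulated probes exceeded those of up-regulated probes in N-CE at 2W and 3W too, with 18 against 8 and 48 against 29. As a technical reference, the VC channels of the MXD and N-CE arrays of the same week, which hold the same RNA, were compared with each other. Without a P, 5025 probes passed one of the folds at 1W, 8828 at 2W and 8408 at 3W. This comparison is between arrays and is noisier than a ratio within an array. With normexp, loess and quantile normalization, it gave 205 probes at 1W, 2220 at 2W and 2224 at 3W. Of these, 112 at 1W, 2121 at 2W and 2135 at 3W were past the down fold, against 93, 99 and 89 past the up fold. The RNA is the same, so the one-sided excess at 2W and 3W is technical.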

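In MXD, 282 probes were up- and 315 down-regulated at 1W, 1661 and 2397 at 2W, and 59 and 66 at 3W. These carried 265 and 273 gene names at 1W, 1386 and 1975 at 2W, and 54 and 53 at 3W. Among probes well above background, the 2 arrays of the dye swap correlated across probes with r of 0.57 at 1W, 0.71 at 2W and 0.26 at 3W. Over all probes, dim ones included, r was -0.05, 0.28 and -0.2. Probes are not independent replicates. The limma fits and the correlations of MXD with N-CE over 40820 probes include the dim ones. Up-regulation was shared by 113 probes between 1W and 2W and down-regulation by 226. Only 20 probes were up-regulated at all 3 weeks, among them those for Dct, Mlana, Krtap16-1 and Krtap19-1. Down-regulated at all 3 weeks were 10 probes, among them those for Ttn, Mybpc1, Cmya5 and Srl. These 8 names were chosen after the values were seen. With the 3 weeks taken as replicates, limma found 0 of 40820 probes changed at an adjusted p under 0.05, and 3067 at an unadjusted p under 0.05, or 1792 when 1W is left out. The lowest adjusted p was 0.63. Normexp and loess moved it most, to 0.083, again with 0 probes called. On simulated data the same fit recovered 0 of 197 probes shifted by a log2 of 1.5 in every week, so it says little about changes of that size.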

With MXD there was a peak in gene expression at 2 W with 2429 and 4616 up- and down-regulated genes, respectively, followed by a much lesser change in gene expression at 3W. 

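In N-CE, 120 probes were up- and 612 down-regulated at 1W, 28 and 21 at 2W, and 62 and 57 at 3W. The gene names behind them numbered 108 and 531 at 1W, 28 and 17 at 2W, and 60 and 48 at 3W. At 2W the dye swap did not repeat well. The correlation across bright probes was -0.17 between its 2 arrays, and 57 probes passed the P threshold on both arrays in opposite directions against 50 in the same direction. The correlation across bright probes was 0.60 at 1W and 0.35 at 3W. Over all probes it was 0.05 at 1W, -0.16 at 2W and 0.01 at 3W, so the agreement at 1W and 3W held for bright probes only. No probe was up- or down-regulated at all 3 weeks (0 and 0). The limma fit over the 3 weeks called 0 probes for N-CE and gave 1486 at an unadjusted p under 0.05, which became 4928 when 1W was left out.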

In the case of N-CE, a higher number of gene expressions at 1W were almost halved at 2W followed by a large increase in number of only down-regulated genes at 3W. Table 2 and Table 3 lists the top 20 variable genes changed by MXD and N-CE at 1W, 2W, and 3W post-treatment.

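Each of the 240 fold values in Table 2 and Table 3 equals, within 0.0051, the arithmetic mean of the folds of a single spot over the 2 arrays, computed from the deposited log ratios with marked outlier spots kept. For 109 of them P was under 0.01 on both arrays, and for 84 it was on neither. Both groups were well above background at 76 of these spots and 1 group only at 92. At the other 72 spots neither group was, so no fold is given for them here. Entries below background in both groups were most frequent in N-CE at 2W, 22 of 40. There 12 of the 40 entries passed P on both arrays, all of them for Fos or Krt2, with Fos entered repeatedly as copies of a probe. The fewest passed in N-CE at 3W, 8 of 40, and the most in MXD at 1W, 27 of 40. Among probes well above background in both groups, the highest called fold in MXD at 1W was that of Saa3, a serum amyloid gene (chromosome 7 of mm9, 53968031 to 53968090). Its log2 fold was 4.86 ± 0.19, and 3.41 with normexp and loess. The lowest was a probe for Myh7 with -2.79 ± 1.35 and -1.32 with normexp and loess, followed by BC048679 with -2.67 ± 0.07 and -1.71. In MXD at 2W Syt4 had the highest called value, 2.46 ± 0.35, and Sox2ot the lowest, -2.21 ± 1.07, which became -0.50 with normexp and loess. In MXD at 3W the extremes were Krtap19-1 with 1.61 ± 0.08 and Slc22a2 with -2.05 ± 0.48. In N-CE at 1W they were Scgb1b27 with 1.88 ± 0.32 and Krtap28-10 with -3.44 ± 0.02. In N-CE at 2W they were Fos with 1.66 ± 0.04 and Krt2 with -1.34 ± 0.12. In N-CE at 3W they were the unnamed probe A_52_P893105 with 2.35 ± 0.39 and Slc15a2 with -2.32 ± 0.09. Normexp and loess also shrank Syt4 to 1.53, Slc22a2 to -0.52, Scgb1b27 to 0.36, Krtap28-10 to -2.62, A_52_P893105 to 0.52 and Slc15a2 to -1.78. That setting adds an offset of 50 to both channels, which pulls the ratios of dim probes toward 0 by construction.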

MXD changed gene expressions—Most of the up-regulated gene groups fell into the cytokine, keratin, cell-adhesion, and cell-proliferation categories. 

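Gene lists fixed in advance were summarized by the median log2 fold of their measured genes, and this was ranked among 10000 random lists of the same size and signal. Of 56 chemokine and cytokine genes measured in MXD at 1W, 37 were higher than in VC. Their median was 0.11 ± 0.01, percentile 99.8 among random lists, and 4 were up- and 2 down-regulated. Cxcl5 was at least 4.93-fold and Cxcl3 at least 1.5-fold higher, since VC did not exceed background. At 2W the median was -0.72 ± 0.11, with 21 of 53 genes down-regulated and 1 up-regulated, and at 3W it was -0.04 ± 0.03. The neutrophil and acute phase list had a median of 1.50 ± 0.04 at 1W, with 12 of 18 genes up-regulated. Normexp and loess moved this value most among all lists, to 0.64. Its medians at 2W and 3W were 0.02 ± 0.11 and 0.00 ± 0.06. Among epidermal keratins, Krt16 and Krt6b rose at 1W by a log2 of 2.78 ± 0.20 and 1.81 ± 0.31, whereas the median of that list was -0.09 ± 0.19. Of 29 cell cycle genes measured at 1W and 2W, 28 were higher at each. The list medians were 0.35 ± 0.02 at 1W and 0.86 ± 0.01 at 2W, where 18 genes were up-regulated, and 0.35 ± 0.03 at 3W. The largest rises at 2W were those of Top2a, 1.24 ± 0.01, and Kif11, 1.11 ± 0.17. Cell adhesion was not analysed here as a list.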

In relation to hair growth, increased expression of *Lef1* (a papilla cell marker [17]) and *Dsg4* (an important mediator of follicular keratinocyte cell adhesion [18]) were observed. 

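Lef1 and Dsg4 were up-regulated in MXD at 2W and at neither of the other weeks. Lef1 has probes A_51_P501145 (chromosome 3 of mm9, 130927036 to 130927095) and A_51_P420400 (130907851 to 130926012) above background. The log2 fold of the first was 0.47 ± 0.05 at 1W, 1.47 ± 0.08 at 2W and 0.40 ± 0.01 at 3W, and that of the other was 0.49 ± 0.36, 1.42 ± 0.34 and 0.46 ± 0.18. With normexp and loess the values at 2W were 1.37 and 1.25. A further Lef1 probe, A_52_P333110, was not above background in VC at any week and gives no more than a bound of at least 1.06-fold at 2W. Dsg4 (A_52_P594954, chromosome 18, 20630260 to 20630319) had log2 folds of 0.69 ± 0.32, 1.91 ± 0.12 and 0.15 ± 0.30 at the 3 weeks. In N-CE at 1W the same probes were down-regulated, Lef1 with -1.92 ± 0.02 and -1.81 ± 0.54 and Dsg4 with -2.85 ± 0.79, the last moving to -1.13 with normexp and loess. In N-CE none of them was called at 2W or 3W.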

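Of the genes of fast and general skeletal muscle, 13 of 21 were down-regulated in MXD at 1W, 22 of 22 at 2W and 4 of 22 at 3W. At 1W 1 gene of this list was up-regulated. The iron homeostasis list had median log2 folds of -0.15 ± 0.04 at 1W, -0.25 ± 0.23 at 2W and -0.06 ± 0.06 at 3W. The value at 2W hardly exceeds the spread between arrays. On each array alone the median at 1W was only -0.04 or -0.09, so its SD understates the error. With normexp and loess the median at 1W was -0.07. Hamp2 fell by 2.48 ± 0.56 on the log2 scale at 1W, and Hamp was at least 1.73-fold lower there, its signal in MXD lying below background. At 2W Tfr2 changed by -1.60 ± 0.33 and Hfe2 by -1.34 ± 0.01, and 5 genes of the list were down- and 3 up-regulated. With normexp and loess Tfr2 was at -0.67 and Hfe2 at -1.13. The medians of autophagy genes were -0.09 ± 0.01, -0.08 ± 0.14 and -0.03 ± 0.02 at the 3 weeks. Across these weeks 1 autophagy gene, Ulk2, was called, with -0.74 ± 0.02 at 2W. At 1W the largest changes were those of Optn, -0.49 ± 0.08, and Sqstm1, -0.35 ± 0.24. Coagulation genes had medians of 0.25 ± 0.07, -0.15 ± 0.17 and -0.03 ± 0.01. At 1W 2 of them were up-regulated, and at 2W 5 were down-regulated, with F13a1 at -0.99 ± 0.08. For cell proliferation, 1 of 29 cell cycle genes was lower than in VC at 1W and 1 of 29 at 2W, and 0 were down-regulated at any week.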

In the decreased gene expression group, many genes were classified under muscle contraction, iron homeostasis, and cell proliferation, and others were related to auto phagosomes and coagulation (Figure 3).

N-CE changed gene expressions—The categories of genes with increased expression were angiogenesis, autophagy, growth/differentiation, muscle contraction, and cell adhesion, while *FGF2* (hair follicle growth and development [19]) and *PAX6* (melanin formation [20]) were identified as hair-growth-related genes. 

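Angiogenesis genes had median log2 folds of 0.07 ± 0.02, -0.07 ± 0.05 and -0.13 ± 0.01 in N-CE at 1W, 2W and 3W, and 0 of them were called at any week. The largest rises at 1W were those of Angpt2, 0.46 ± 0.10, and Tek, 0.40 ± 0.06. Autophagy genes had medians of 0.08 ± 0.01, -0.01 ± 0.08 and -0.05 ± 0.07, again with 0 called. Atg3 and Rb1cc1 changed most at 1W, each by 0.26, with SDs of 0.11 and 0.06. Growth factors had medians of -0.02 ± 0.04, 0.04 ± 0.07 and -0.03 ± 0.03. At 1W 2 of them were down-regulated, Areg by -0.96 ± 0.05 and Fgf5 at least 1.72-fold. No gene of the fast or slow skeletal muscle lists was up-regulated at any week (0 of 22 and 0 of 10). Myh7, which Table 3 lists, was below background in VC at 2W on one probe, which gives at least 1.23-fold, and in both groups on the other. The Fgf2 probe A_51_P399845 (chromosome 3, 37247934 to 37295153) and the Pax6 probe A_52_P565559 (chromosome 2, 105535591 to 105536463) are each printed 10 times. For Fgf2 at 1W, 1 of the 10 copies passed 1.5-fold on both arrays, the copies ranged from 0.69 to 2.91 with a median of 1.33, and 2 of 40 channel readings were well above background. For Pax6 at 2W, 1 of the 10 copies passed, the range was 0.904 to 2.77 with a median of 1.45, and again 2 of 40 readings were well above background. Averaged over the copies, both groups were below background, so neither gene receives a fold there.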

Cytokines, melanocytes, coagulation, and iron homeostasis were the most frequently down-regulated genes (Figure 3).

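Chemokine and cytokine genes in N-CE had median log2 folds of 0.29 ± 0.08 at 1W, -0.01 ± 0.04 at 2W and -0.17 ± 0.06 at 3W. At 1W 5 of 55 were up-regulated, with Ccl5 at 1.03 ± 0.03, and 1 was down-regulated, Cxcl14 with -1.09 ± 0.13. At 3W 1 of 54 was down-regulated. Melanin synthesis genes fell at 1W, with a median of -2.02 ± 0.17 and 10 of 12 genes down-regulated. Oca2 changed by -3.04 ± 0.29, or -1.51 with normexp and loess, and Slc7a11 was at least 1.41-fold lower. At 2W and 3W the melanin list was higher than in VC, with medians of 0.44 ± 0.04 and 0.49 ± 0.08 and with all 14 genes above 0. Oca2 with 0.72 ± 0.11 and Trpm1 with 0.63 ± 0.06 were up-regulated at 2W, and Mlana with 0.63 ± 0.05 at 3W. Of the coagulation genes 0 were called at any week. Iron homeostasis genes had medians of 0.01 ± 0.04, -0.01 ± 0.05 and -0.09 ± 0.09. Down-regulated among them were 4 at 1W, including Hamp with -2.41 ± 1.20 and Slc40a1 with -0.89 ± 0.11, and 2 at 3W, Hamp2 with -1.08 ± 0.24 and Hamp, at least 1.31-fold. The value of Hamp at 1W became -0.55 with normexp and loess.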

### 2.5. Proteome Analysis Results

#### TMT-Based Quantitative Proteomic Analysis

The mass spectrometry proteomics data were deposited to the ProteomeXchange Consortium via the PRIDE [21,22] partner repository with the dataset identifier PXD039218. For the in-depth proteome analysis, TMT-labeled peptides were further fractionated into 12 fractions by basic pH reversed phase using in-house developed stage-tips. The sequential LC-MS/MS analysis led to the identification of 53,065 peptides and 38,181 unique peptides matched with 5363 protein groups with an average sequence coverage of 24.5% (Figure 4A and Supplementary Table S1). 

A further removal of potential contaminants and missing values (three values in the three replicates, at least one group) were applied that narrowed down the identification of list of 4302 proteins (Figure 4A). Normalization of protein intensities by internal reference scaling (IRS) method improved the coefficient of variation (CV) values from 16.44% to 4.94% (Figure 4B and Supplementary Table S1). To examine the correlation and variations between two sample sets and the reproducibility of different replicates of the same sample, multi-scatter plot and principal component (PCA) analyses were performed using Perseus software. Moreover, the Pearson’s correlation coefficient values of different samples were in the range of 0.988 to 0.997, further indicating a high degree of correlation among different sample sets (Figure 5A). 

PCA plot analysis showed that the clear separation of samples in principle component 1 that accounted for 40.4% for the total variation (Figure 5B). Sequential application of Student’s *t*-test controlled by a Benjamini–Hochberg FDR threshold of 0.05 led to the identification of 743 (with >1.5 fold change differences) significantly modulated proteins (Figure 4A and Supplementary Table S1).

MXD changed proteins—In the first week after application, increased protein expression of cytokines, neutrophils, keratin, and blood coagulation/fibrin clot formation were observed, but in the second and third weeks, the majority was keratin-related (Table 4). In terms of hair-growth-related proteins, increased expression was observed for Tchhl1 (keratinocyte proliferation and hair formation [23,24]), Tchh (hair stem formation [25]), Padi3, Padi1 (hair stem differentiation through citrullination of TCHH via PADI1/3 [26]), and Padi4 (regulation of hair stem cell regeneration and proliferation [26]). Most of the down-regulated proteins were related to muscle contraction. 

N-CE changed proteins—The categories of proteins with increased expression were endocytosis, autophagy, and muscle contraction, while Ldb1 (maintenance of hair follicle stem cells [27]), Kctd1 (skin and hair development [28]), and Myo5a (involved in hair color [29,30]) were identified as hair growth related (Table 4). Categories of decreased expression proteins included keratin, iron binding, and actin binding.

### 2.6. Biological Functional Enrichment Analysis

To gain insight into the hair-growth-promoting effects of N-CE, the DNA microarray-based approach was used to analyze a set of genes whose expression was altered by N-CE over time using the DAVID tool for functional categories (KEYWORDS) and pathway (KEGG pathway) analysis using the DAVID tool to profile mRNA expression in the back skin of mice post-treatment. The results of the biofunctional analysis (Functional Category Term) obtained by the DAVID tool were significant (*p*-value ≤ 0.05), and those terms that had a large number of genes classified as “Signal” or “Activator”, for example, were omitted (Table 5 and Table 6). 

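Keratins of the hair shaft and inner root sheath had median log2 folds of 0.52 ± 0.12 in MXD at 1W, 1.32 ± 0.33 at 2W and 0.24 ± 0.01 at 3W. At 1W 4 of 17 and at 2W 16 of 16 of these genes were up-regulated, and 0 at 3W. The largest changes were those of Krt33a at 1W, 0.94 ± 0.07, and of Krt82 and Krt33b at 2W, 1.48 ± 0.65 and 1.46 ± 0.12. Keratin-associated proteins had medians of 0.79 ± 0.03, 1.38 ± 0.28 and 0.19 ± 0.02, with 25 of 41, 39 of 40 and 9 of 40 genes up-regulated and 1 down-regulated at 3W. Krtap19-4 led at 1W with 1.80 ± 0.10 and Krtap19-9b at 2W with 1.74 ± 0.32. Melanin synthesis genes had medians of 0.63 ± 0.01, 1.26 ± 0.06 and 0.66 ± 0.01, with 5 of 12, 12 of 14 and 8 of 14 genes up-regulated. Among them Oca2 had 0.93 ± 0.21 at 1W and 0.93 ± 0.26 at 3W, Tyrp1 0.78 ± 0.06 and 0.81 ± 0.00, and Slc7a11 1.51 ± 0.64 at 2W. Regulators of the growing follicle had medians of 0.26 ± 0.06, 1.16 ± 0.15 and 0.11 ± 0.08, and 13 of 20 were up-regulated at 2W. Each of these 12 medians had a percentile of 99.9 or 100.0 among random lists. At 3W the VC channels of the MXD and N-CE arrays differed by -0.25 for the hair keratins and -0.20 for the keratin-associated proteins, a technical level that the medians of MXD at 3W do not exceed.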

The top gene in the MXD UP (MXD UP: Microarray) category was keratin, which is involved in keratinization, melanin biosynthesis, and other processes related to hair, keratinization, melanin biosynthesis, etc. (Table 5). The top down-regulated genes (MXD Down: Microarray) were those involved in muscle contraction, such as muscle proteins, myosin, and sarcoplasmic reticulum (Table 5). This result was almost similar for the identified protein categories (Table 5). 

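The median log2 fold of fast and general skeletal muscle genes in MXD was -0.73 ± 0.13 at 1W, -1.44 ± 0.21 at 2W and -0.44 ± 0.03 at 3W, lower than every random list at each week (percentile 0.0). Myh4 changed by -1.10 ± 0.24 and Pygm by -1.08 ± 0.38 at 1W, Ttn by -1.80 ± 0.51 and Eno3 by -1.62 ± 0.41 at 2W, and Ttn by -0.80 ± 0.00 and Neb by -0.80 ± 0.16 at 3W. Slow skeletal muscle genes went both ways, with medians of 0.00 ± 0.28, -0.31 ± 0.01 and -0.01 ± 0.03. On each array alone the median at 2W was only -0.11 or -0.10, so its SD understates the error. At 1W Myh7 was down-regulated on 2 probes, of which one gives at least 2.69-fold, and Myl2 with -2.28 ± 0.63, while 4 of the 9 measured genes were higher. At 2W Myl3 fell by 1.48 ± 0.10 on the log2 scale and Tnni1 rose by 1.14 ± 0.18. With normexp and loess Tnni1 at 2W became 0.42 and Myl2 at 1W became -0.96.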

On the other hand, the up-regulated genes by the N-CE (N-CE UP: Microarray) category included immunity, cytokines, inflammation, Golgi, citrullination, and homeoboxes (Table 6), while the down-regulated gene (N-CE Down: Microarray) category included keratin, melanin biosynthesis, and muscle proteins, synthesis, and muscle proteins (Table 6). 

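For immunity and inflammation, T cell and NK cell genes in N-CE had median log2 folds of 0.43 ± 0.10 at 1W, 0.04 ± 0.07 at 2W and -0.30 ± 0.19 at 3W, with 1 gene called, down-regulated at 3W. Neutrophil and acute phase genes had medians of 0.17 ± 0.09, -0.01 ± 0.14 and -0.15 ± 0.12, and S100a9 was up-regulated at 1W with 1.09 ± 0.03. The value at 3W became 0.02 when only the array with N-CE in Cy5 was used. Citrullination genes had medians of -0.57 ± 0.13, 0.19 ± 0.05 and -0.11 ± 0.06. At 1W 4 of 8 were down-regulated, among them Tchh with -3.06 ± 0.00 and Padi3 with -2.79 ± 0.10, and at 3W Flg was up-regulated with 0.72 ± 0.01. Homeobox genes had medians of 0.01 ± 0.11, 0.01 ± 0.12 and 0.08 ± 0.03. Of these 1 was up- and 9 were down-regulated at 1W, with Dlx2 at -2.31 ± 0.19, and at 3W 1 was up-regulated, Hoxb8 with 1.04 ± 0.04, and 1 down-regulated. The Golgi category was not analysed here. Hair shaft and inner root sheath keratins had medians of -2.40 ± 0.18, 0.32 ± 0.23 and 0.05 ± 0.08, and keratin-associated proteins of -2.14 ± 0.02, 0.35 ± 0.16 and -0.04 ± 0.06. At 1W 16 of 17 and 41 of 41 of these genes were down-regulated, with Krt26 at -2.86 ± 0.07 and Krtap4-13 at -3.12 ± 0.03. Slow skeletal muscle genes had medians of -0.76 ± 0.17, 0.04 ± 0.14 and -0.04 ± 0.06. All 9 measured at 1W were lower than in VC, and Myh7 and Myl2 were at least 2.74-fold and 1.79-fold lower.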

In the case of proteins, keratin and muscle proteins were abundantly included in both the up- and down-regulated categories (Table 6).

## 3. Discussion

The aims of this mouse study were to first identify the hair-growing effects of the cactus (*N. ottonis*) whole above-ground part cell extract (N-CE) isolated using cold vacuum extraction by biophysiochemical methods, and, second, to create a database of underlying metabolites (components), genes, and proteins using omics-based analyses. These data are open and publically available to all researchers wishing to conduct further detailed studies on the novel gene and protein expressions identified therein (GSE222210 and PXD039218). Our obtained data provided support to the efficacy and potential use of a new plant (common cactus)-based treatment for hair growth. Moreover, it also attempted to determine what molecular components may be behind the positive hair-promoting effects of N-CE linking component metabolites contained in N-CE (Table 1) to the whole-genome and -proteome of N-CE compared to the over-the-counter medication MXD (Table 2, Table 3, Table 4, Table 5 and Table 6). In MXD, as expected, the expression of keratin, melanin, and other hair-related genes and proteins increased, while the expression of those related to muscle contraction decreased. This is thought to be due to the fact that MXD’s hair-growth action mechanism of vascular smooth muscle relaxation (vasodilation) leads to an improvement in the blood flow whereby the hair-growth promotion actually occurred. However, with the N-CE we could observe multiple categories of genes and proteins different from those changed under MXD application. 

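Vascular smooth muscle genes such as Acta2, Myh11 and Tagln had a median log2 fold of -0.07 ± 0.08 in MXD at 1W, percentile 14.1 among random lists, with 5 of 15 genes higher and 10 lower and 0 called. At 2W the median was -0.53 ± 0.22, percentile 0.11. Of the 15 genes 4 were down-regulated, with Synpo2 at -1.44 ± 0.21, 1 was up-regulated and 6 were higher than in VC. With normexp and loess the median at 2W was -0.27. At 3W it was 0.05 ± 0.10, with 8 of 14 genes higher. The arrays measured transcripts of the whole skin, and vessel tone and blood flow are not among the quantities they record. The paper proposes that the relaxation of vascular smooth muscle by MXD, by way of a better blood flow, lies behind the higher expression of keratin and melanin genes and the lower expression of muscle contraction genes.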

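At 1W 92 probes were up-regulated in MXD and down-regulated in N-CE, 4 the reverse, 10 up-regulated in both and 9 down-regulated in both. At 2W 22 probes were up-regulated and 18 down-regulated in both, and at 3W 10 and 12, with 0 called in opposite directions at either week. Of the probes down-regulated in N-CE at 1W, 512 were up-regulated in MXD at 2W and 2 were down-regulated there. Across 40820 probes the log2 folds of MXD and N-CE correlated with r of -0.07 at 1W, 0.33 at 2W and 0.18 at 3W. Both treatments are divided by the same VC pool, and simulated independent pools gave 0.22, 0.28 and 0.00. The variance of these pools was set from the spread of the real folds, any treatment effects included. At 3W the noise between dye swaps left almost no variance for the pools, so 0.00 follows from that setting. Limiting the probes to those above background moved the r of the real folds most at 2W, to 0.61. For keratin-associated proteins the difference between MXD and N-CE, in which VC cancels, was 3.21 ± 0.10 on the log2 scale at 1W, 1.10 ± 0.12 at 2W and 0.20 ± 0.09 at 3W. For cell cycle genes it was 1.26 ± 0.03, 0.58 ± 0.04 and 0.05 ± 0.03. Over the 3 weeks limma called 0 probes different between MXD and N-CE at an adjusted p under 0.05 and gave 2021 of 40820 at an unadjusted p under 0.05, which became 1331 without 2W and 4957 without 3W.

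**Figure D1:**
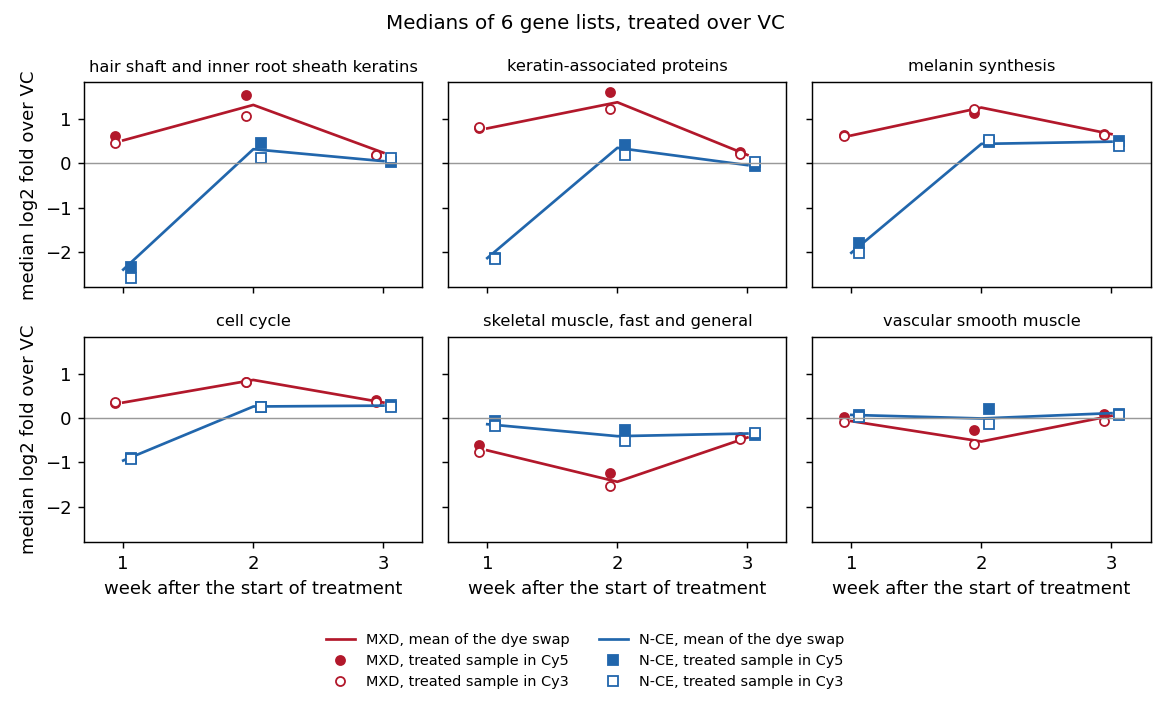
Median log2 fold over VC (vertical axis) of 6 gene lists at 1W, 2W and 3W (horizontal axis) for MXD (red, circles) and N-CE (blue, squares). Filled and open points are the arrays with the treated sample in Cy5 and Cy3, and lines join the medians of the dye-swap means. The hair keratins of N-CE lie at -2.40 at 1W against 0.52 for MXD, and fast skeletal muscle genes of MXD at -1.44 at 2W against -0.41 for N-CE.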

The fact that N-CE contained many substances involved in hair growth as a result of component (substance) analysis (Table 1) also suggested the existence of a hair-growth mechanism of action different from that of the MXD.

When examined in terms of ingredients with hair-growth effects, the involvement of adenosine was considered. Adenosine is believed to inhibit platelet aggregation by increasing the concentration of cyclic AMP in platelets via the adenosine A2A receptor, relax vascular smooth muscle, promote angiogenesis and growth factors, and is marketed by Shiseido as the hair-growth agent “Adenogen” [14]. The results of this study showed that N-CE decreased coagulation, increased angiogenesis and growth factors, but did not show a clear decrease in muscle contraction like that observed with MXD. It was suggested that this result may be due to the fact that adenosine has vasodilating but also vasoconstrictive effects [31]. 

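Coagulation genes in N-CE had median log2 folds of 0.24 ± 0.09 at 1W, -0.07 ± 0.10 at 2W and -0.27 ± 0.00 at 3W, with 14 of 17, 6 of 20 and 2 of 18 genes higher than in VC. The median at 3W had a percentile of 0.01 among random lists. Of its genes, F10 had -0.50 ± 0.09 and Tfpi2 was at least 1.28-fold lower, and neither was called. Genes of angiogenesis were higher than in VC for 15 of 23 at 1W, 7 of 22 at 2W and 4 of 22 at 3W, and growth factors for 11 of 27, 15 of 27 and 13 of 28. Fast and general skeletal muscle genes had medians of -0.14 ± 0.09, -0.41 ± 0.18 and -0.35 ± 0.03, and at 2W and 3W all 22 genes were lower than in VC. Of these 1 was down-regulated at each of the later weeks, Myh1 with -0.67 ± 0.11 at 2W and Myh2 with -0.60 ± 0.07 at 3W. The difference from MXD in these lists was not tested across pools.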

The next possible explanation was the involvement of autophagy. Recently, there have been many reports of hair growth promotion by autophagy activation. It is believed that induction of autophagy induces the hair follicle cycle to enter the growth phase and prolongs the growth phase. Furthermore, it has been shown that the antimalarial agent chloroquine, an autophagy inhibitor, may induce changes in hair color and hair loss [32]. It is suggested that N-CE may have an effect on autophagy-induced hair growth.

## 4. Materials and Methods

### 4.1. Plant Material

The common cactus *N. ottonis* (called ‘Seiōmaru’ in Japanese) was provided by the Gifu Agricultural Technology Center (GATC, https://www.g-agri.rd.pref.gifu.lg.jp/, accessed on 29 January 2023) in Japan. Although the ‘Uchiwa’ cactus (*Opuntia*, commonly called prickly pear of the Cactaceae family) is the best growing cactus in terms of variety, a test for the biological antioxidant potential (BAP; Wismer Co., Tokyo, Japan) revealed higher antioxidant power for *N. ottonis*. This was the main reason to select the ‘Seiōmaru’ cactus (*N. ottonis*) in the present study.

### 4.2. Cell Extract by Low-Temperature Vacuum Extraction Method

Cell extract (CE) was obtained from whole above-ground parts of *N. ottonis* (N-CE) through the low-temperature vacuum extraction method [9]. Briefly, the *N. ottonis* tissues were prepared for extraction by placing them into a container of a low temperature vacuum extraction device (FED-50, F · E · C Ltd., Hyogo, Japan; Yoshimi Medical Farm Co., Ltd., Tokyo, Japan). Stirring was carried out at a temperature of 40 °C for 5 h under vacuum (−90 kPa or less). The vacuum condition was created by an in-house developed water ejector creating a vacuum state by the high-speed water flow, resulting in the evaporation. The evaporating gas in the apparatus container was cooled via a condenser and recovered as a liquid (N-CE). To note, this principle is highly efficient in separating and recovering both the liquid (cell extract) and the solid (cell powder). The obtained N-CE was used in the following experiments as explained below. 

### 4.3. Animal Experiment for the Evaluation of Hair Growth Using Mouse Back Skin Model

The back skin model of C57BL/6J mice was used to evaluate the hair growth-promoting effects of N-CE. Briefly, the experimental protocols were reviewed and approved by the Animal Care Committee of Hoshi University School of Pharmacy and Pharmaceutical Sciences (19-089). Male C57BL/6 mice (8 weeks-old) were purchased from Tokyo Laboratory Animals Science Co., Ltd. (Tokyo, Japan). The animals were housed at the Animal Institution in Hoshi University. They were maintained in cages in a ventilated animal room with controlled temperature and relative humidity with a 12 h light: 12 h dark cycle with free access to water and rodent chow. MXD has been used to treat alopecia [5] and is commonly used as a positive control in many hair studies, so it was used as a comparison in our study. To increase the penetration of the test sample, propylene glycol:ethanol:water (5:3:2) was used as the vehicle control group (VC), and preliminary experiments were conducted with N-CE at 1, 10, and 20% concentrations. C57BL/6 mice were divided into 3 groups (6 mice per group): N-CE: 10%, MXD: 3%, and VC. Briefly, starting the day after shaving, 200 μL of the adjusted sample was applied daily to the backs of the mice for observation and photography. Photographs of mouse backs were analyzed using ImageJ software. The percentage of hair-growing area to shaved area of mice at different stages was calculated using (hairy skin area/total shaved skin area) × 100. Data were expressed as mean ± standard deviation (SD) (n = 6).

### 4.4. Histological Observations

The C57BL/6J mice were deeply anesthetized with three types of mixed anesthetic agents (5 mL kg^−1^, i.p.) and perfused transcardially with phosphate-buffered saline (PBS) followed by 4% paraformaldehyde (PFA, Merck) in 0.1 M phosphate buffer (PB). Post-dissection, dorsal whole skin tissues of were fixed in 4% PFA solution for 3 days and replaced with PBS. Paraffin sections were dehydrated for embedding in paraffin (1:1 mixture of Paraffin Wax II 60: Sakura Finetek, Tokyo, Japan, and Pathoprep568: Wako, Tokyo, Japan) and permeabilized with xylene. Five μm paraffin sections were stained with hematoxylin/eosin (Mayer’s Hematoxylin Solution (Fujifilm, Wako, Japan) for 5 min, 1% Eosin Y Solution (Fujifilm, Wako, Japan), and after 1 min of treatment, the samples were dehydrated and sealed with a cover glass. Images were captured by a BZ-X 710 brightfield system (Keyence) at ×20 magnification. Photomicrographs of whole mouse back skin tissue sections were analyzed using ImageJ software. Total number of follicles in the dermis and subcutaneous tissue and the number of follicles in the subcutaneous tissue only were measured in the section photographs at different stages, and the mean number of follicles was calculated and graphed. Data were expressed as mean ± standard deviation (SD) (n = 6).

### 4.5. Component Metabolite Analysis

N-CE was concentrated 400-fold in an evaporator, and 20 μL of aqueous solution prepared to a concentration of 1000 μM of internal standard for 80 μL sample was added, stirred, and transferred to an ultrafiltration tube (Ultrafree MC PLHCC, HMT, centrifugal filter unit 5 kDa). This was centrifuged (9100× *g*, 4 °C, 60 min) and subjected to ultrafiltration. Samples were subjected to CE-TOFMS (capillary electrophoresis-time-of-flight mass spectrometry at Human Metabolome Technologies (HMT; Tsuruoka, Japan): 7100 CE System, 6210 TOF-MS, Agilent Technologies Inc., Santa Clara, CA, USA) (Capillary: fused silica capillary i.d. 50 μm × 80 cm). Peaks detected by CE-TOFMS were automatically extracted using the automatic integration software MasterHands ver. 2.17.1.11 (developed by Keio University, Japan, [33]) for peaks with a signal-to-noise (S/N) ratio of 3 or higher, and mass-to-charge ratio (*m*/*z*), peak area value, and migration time (MT) were obtained. The obtained peak area values were converted to relative area values using the formula relative area value = area value of peak of interest/area value of internal standard × sample. The detected peaks were searched against all substances registered in the HMT Metabolite Library and the Known–Unknown Library based on the *m*/*z* and MT values. Tolerance for the search was set to ±0.5 min for MT and ±10 ppm for *m*/*z*. Quantitative values were calculated for 10 (8 cation and 2 anion) detected peaks among the target metabolites. The calibration curves were based on peak areas corrected by internal standards, and concentrations were calculated for each substance as a single-point calibration of 100 µM (200 µM internal standard; HMT).

### 4.6. DNA Microarray Analysis

For DNA microarray analysis sampling, spinal dislocation was employed and the skin samples were collected. The back whole skin tissue of C57BL/6J mice was ground into a fine powder in liquid nitrogen and stored at −80 °C until RNA isolation [34,35,36]. Total RNA was extracted from powdered mouse skin tissue using the RNeasy Mini Kit (74104, Qiagen, Germantown, MD, USA). To verify the quality of this RNA, yield and purity were determined spectrophotometrically with DS-11 (DeNovix, Wilmington, DE, USA) and confirmed using formaldehyde–agarose gel electrophoresis. To check the quality of the synthesized cDNA using the Affinity Script QPCR cDNA synthesis kit (600559, Agilent Technologies Inc., Santa Clara, CA, USA), PCR reaction was performed to confirm the expression of house-keeping genes (beta-actin or GAPDH) using Emerald Amp PCR Master (RR300A, Takara, Japan). PCR products were separated on a 1.6% agarose gel and visualized with ethidium bromide staining under UV light. Total RNA extracted from mouse skin tissue for each control and treatment (n = 6) was pooled in each group, prior to DNA microarray analysis (Whole Mouse Genome DNA Microarray 4 × 44K, G4122F; Agilent Technologies Inc., Santa Clara, CA, USA). Microarray experiment was as described previously [34,35]. Total RNA (400 ng) was labeled with either Cy3 or Cy5 dye using an Agilent Low RNA Input Fluorescent Linear Amplification Kit (Agilent). Fluorescently labeled targets of control as well as treated samples were hybridized to the same microarray slide with 60 mer probes. A flip labeling (dye-swap or reverse labeling with Cy3 and Cy5 dyes) procedure was followed to nullify the dye bias associated with unequal incorporation of the two Cy dyes into cDNA. Briefly, to select differentially expressed genes by the dye-swap approach, hybridization and wash processes were performed according to the manufacturer’s instructions, and hybridized microarrays were scanned using an Agilent Microarray scanner G2505C (Agilent Technologies Inc., Santa Clara, CA, USA). 

For the detection of significantly differentially expressed genes between control and treated samples, each slide image was processed by Agilent Feature Extraction software (version 9.5.3.1). This program measures Cy3 and Cy5 signal intensities of whole probes. Dye-bias tends to be signal intensity dependent; therefore, the software selected probes using a set by rank consistency filter for dye-normalization. Said normalization was performed by LOWESS (locally weighted linear regression) which calculates the log ratio of dye-normalized Cy3- and Cy5-signals, as well as the final error of log ratio. The significance (P) value based on the propagate error and universal error models. In this analysis, the threshold of significant differentially expressed genes was <0.01 (for the confidence that the feature was not differentially expressed). In addition, erroneous data generated due to artifacts were eliminated before data analysis using the software. 

The functional categories (KEYWORDS) and pathway (KEGG pathway) of the list of variable genes selected by the microarray analysis were analyzed using the Database for Annotation, Visualization and Integrated Discovery (DAVID) v6.8. 

### 4.7. Proteome Analysis

For proteomics the skins were sampled as in Section 4.6 and the finely ground powder in liquid nitrogen that was stored at −80 °C was used for extraction of total proteins exactly as described previously [36]. Briefly, the LB-TT solution [7 M (*w*/*v*) urea, 42 g; 2 M (*w*/*v*) thiourea, 15.2 g; 4% (*w*/*v*), CHAPS, 4.0 g; 18 mM (*w*/*v*) Tris-HCl (pH 8.0), 1.8 mL; 14 mM (*w*/*v*) Trizma base, 169.5 mg, 0.2% (*v*/*v*) Triton X-100, 0.2 mL 50 mM (*w*/*v*) DTT, 771.5 mg, 1% (*v*/*v*) pH 3-10 Ampholyte, 1 mL, and two EDTA-free proteinase inhibitor tablets in a total volume of 100 mL] was used to extract total proteins [36]. Protein concentration was determined with a Pierce™ 660 nm Protein Assay Reagent (Thermo Fisher Scientific, Waltham, Waltham, MA, USA) using bovine serum albumin (BSA) as a standard and a DeNovix DS-11 spectrophotometer (DeNovix, Wilmington, DE, USA). The total proteins solubilized (and stored) in LB-TT were processed for downstream liquid chromatography–tandem mass spectrometry (LC-MS/MS) analysis as described below.

#### 4.7.1. Protein Digestion by Filter-Aided Sample Preparation (FASP)

Protein digestion was carried out using a filter-aided sample preparation (FASP) approach as described in previous studies [37,38]. Briefly, acetone-precipitated proteins (300 μg) were dissolved in 30 μL of denaturation buffer (4% sodium dodecyl sulfate (SDS) and 100 mM dithiothreitol (DTT) in 0.1 M tetraethylammonium tetrahydroborate (TEAB), pH 8.5). After sonication of the sample for 3 min and heating at 99 °C for 30 min, denatured proteins were loaded onto a 30 kDa spin filter (Merck Millipore, Darmstadt, Germany) and diluted with UA buffer (8 M urea in 0.1 M TEAB, pH 8.5) to a final volume of 300 μL. The buffer was washed and exchanged three times using 300 μL of UA buffer by centrifugation at 14,000× *g* for removal of SDS. After removing SDS from the samples, cysteine alkylation was accomplished through the addition of 200 μL of alkylation buffer (50 mM iodoacetamide (IAA), 8 M urea in 0.1 M TEAB, pH 8.5) for 1 h at room temperature in the dark. Then, the buffer was exchanged with UA buffer to TEAB buffer (50 mM TEAB, pH 8.5) in a spin filter unit. The protein was digested with trypsin (enzyme-to-substrate ratio (*w*/*w*) of 1:100) dissolved in 50 mM TEAB buffer containing 5% acetonitrile (ACN) at 37 °C overnight. After overnight digestion, the digested peptides were collected by centrifugation, and the filter device was rinsed with 50 mM TEAB and 50 mM NaCl. The peptide concentrations were measured using the Pierce Quantitative Fluorometric Peptide Assay (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s instructions. Moreover, we performed further sample preparation including peptide labeling and fractionation for MS analysis.

#### 4.7.2. Peptide Labeling with Tandem Mass Tags (TMT), Desalting, and Basic pH Reversed-Phase (BPRP) Peptide Fractionation Using Stage-Tip

TMT labeling of digest peptides was performed as described previously [37,38,39] and following the manufacturer’s instructions using a TMT-10plex kit (Thermo Fisher Scientific, Waltham, MA, USA). Briefly, each TMT reagent (0.8 mg) was dissolved in 120 μL of anhydrous ACN, of which 25 μL was added to each channel of samples. Prior to incubation, to each sample, ACN was added to reach 30% of the final concentration, i.e., optimal conditions of TMT labeling it require at least 30% of ACN concentration in each tube (sample or channel). After incubation at room temperature for 1 h, the reaction was quenched with hydroxylamine to a final concentration of 0.3% (*v*/*v*). Finally, samples were combined at equal amounts across all samples, lyophilized to near dryness, and subjected to the desalting procedure. The pooled TMT-labeled peptides were desalted using the HLB OASIS column (Waters, Milford, MA, USA) according to the manufacturer’s instructions. Consequently, dried peptides were reconstituted in 200 μL of loading solution (15 mM Ammonium formate, 2% ACN) and loaded onto stage-tip prepared by packing C18 Empore disk membranes (3M, Bracknell, UK) at the bottom and POROS 20 R2 reversed-phase resin (Thermo Fisher Scientific, Waltham, MA, USA) into a 200 μL yellow tip. Prior to loading the peptides, the stage-tip was washed with 100% methanol and 100% ACN and equilibrated with loading solution. The peptides were loaded and 12 fractions were subsequently eluted with pH 10 buffer solution containing 5, 8, 11, 14, 17, 20, 23, 26, 29, 32, 35, 41, 44, 60, 80, and 100% ACN as described previously. Finally, the 12 fractions were lyophilized in a vacuum centrifuge and stored at −80 ℃ until further LC-MS/MS analysis.

#### 4.7.3. Q-Exactive MS Analysis

Obtained peptides were dissolved in solvent-A (water/ACN, 98:2 *v*/*v*; 0.1% formic acid) and separated by reversed-phase chromatography using a UHPLC Dionex UltiMate^®^ 3000 (Thermo Fisher Scientific, Waltham, MA, USA) instrument [40]. For trapping the sample, the UHPLC was equipped with Acclaim PepMap 100 trap column (100 μm × 2 cm, nanoViper C18, 5 μm, 100 Å) (Thermo Fisher Scientific, Waltham, MA, USA) and subsequently washed with 98% solvent A for 6 min at a flow rate of 6 μL/min. The sample was continuously separated on an Acclaim PepMap 100 capillary column (75 μm × 15 cm, nanoViper C18, 3 μm, 100 Å) at a flow rate of 400 nL/min. The LC analytical gradient was run at 2% to 35% solvent B (100% ACN and 0.1% formic acid) over 90 min, then 35% to 95% over 10 min, followed by 90% solvent B for 5 min, and finally 5% solvent B for 15 min. LC-MS/MS was coupled with an electrospray ionization source to the quadrupole-based mass spectrometer QExactive™ Orbitrap High-Resolution Mass Spectrometer (Thermo Fisher Scientific, Waltham, MA, USA). Resulting peptides were electro-sprayed through a coated silica emitted tip (Scientific Instrument Service, NJ, Amwell Township, USA) at an ion spray voltage of 2000 eV. The MS spectra were acquired at a resolution of 70,000 (200 *m*/*z*) in a mass range of 350–1650 *m*/*z*. The automatic gain control (AGC) target value was 3 × 10^6^ and the isolation window for MS/MS was 1.2 *m*/*z*. Eluted samples were used for MS/MS events (resolution of 35,000) and measured in a data-dependent mode for the 15 most abundant peaks (Top15 method) in the high-mass-accuracy Orbitrap after ion activation/dissociation with Higher Energy C-trap Dissociation (HCD) at 32 collision energy in a 100–1650 *m*/*z* mass range [40]. The AGC target value for MS/MS was 2 × 10^5^. The maximum ion injection time for the survey scan and MS/MS scan was 30 ms and 120 ms, respectively.

#### 4.7.4. Data Processing Using MaxQuant Software and Data Analysis Using Perseus and R Program

The MaxQuant software (version 1.6.17.0, Max Planck Institute of Biochemistry, Munich, Germany) was used to apply for a database search as described previously [38,41,42]. All the three technical replicates of matured and seed-filling stage samples were cross-referenced against the Rat (*Rattus norvegicus*) and Mouse (*Mus musculus*) database (36,180 and 86,074 entries, respectively, https://www.uniprot.org/, accessed on 29 January 2023). TMT data processing of two different data was performed using default precursor mass tolerances set by the Andromeda search engine, which was set to 20 ppm for the first search and 4.5 ppm for the main search. Reporter mass tolerance was set to the minimum of 0.003 Da and the minimum reporter precursor ion fraction (PIF) was set as 0.5. The product mass tolerance was set to 0.5 Da and a maximum of two missed tryptic cleavages were allowed. Carbamidomethylation of cysteine residues and acetylation of lysine residues and oxidation of methionine residues were specified as fixed and variable modifications, respectively. A reverse-nonsense version of the original database was generated and used to determine the FDR which was set to 1% for peptide identifications. Statistical analysis was carried out using Perseus software (ver. 1.6.17.0) (Max Planck Institute of Biochemistry, Munich, Germany) [43]. The normalization of reporter ion intensities followed by the internal reference scaling (IRS) methods was performed as described previously [37,44]. Briefly, we employed the multiple normalizations through Bioconductor of R program in which the first sample loading (SL) normalization among the samples was conducted for corrections of sample loading errors using calculating by mean from the sum value of each TMT channel/sample and the second IRS method was applied among the technical replicates represented by separate MS runs. Missing value imputation was carried out from a normal distribution (width: 0.3, downshift: 1.8) using Perseus software [43,44]. Multiple-Sample test controlled by the Benjamini–Hochberg FDR threshold of 0.05 was applied to identify the significant differences in the protein abundance (≥1.5-fold change).

## 5. Conclusions

The hair-growth-promoting effects of a common cactus cell extract (N-CE) were unraveled by a combination of the cold vacuum extraction protocol and omics tools. Firstly, new information on the component metabolites in the extract of *N. ottonis (N-CE*) was clarified, which, other than known substances known to promote hair growth such as adenosine and vitamin B family members (e.g., pantothenic acid), also identified gibberellic acid (GA), an essential phytohormone implicated in the regulation of several developmental processes. These components need to be studied further alone (i.e., GA) and/or in combination with each other to identify their effects on hair growth. Although some of these components are available as commercial products, evidence-based scientific studies are needed for validation. Secondly, using N-CE on a mouse skin model in conjunction with high-throughput omics techniques, genomics, and proteomics, a database of the molecular changes (genes: *FGF2*, *PAX6*; and proteins: Ldb1, Kctd1, Myo5a) was created. This is a great resource for investigating the multitude of molecules with changed expression is the skin, and with a possibility of discovering pathways and mechanisms underlying such an effect (hair growth promotion). Human studies (using skin) would be an obvious next step but will require knowledge of the key components to be examined, including safety and risks.

## Figures and Tables

**Figure 1:**
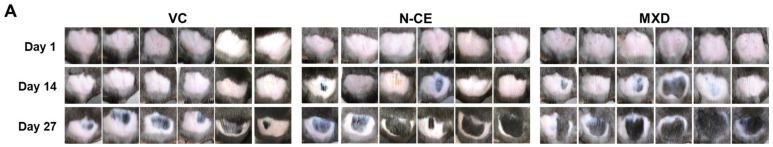

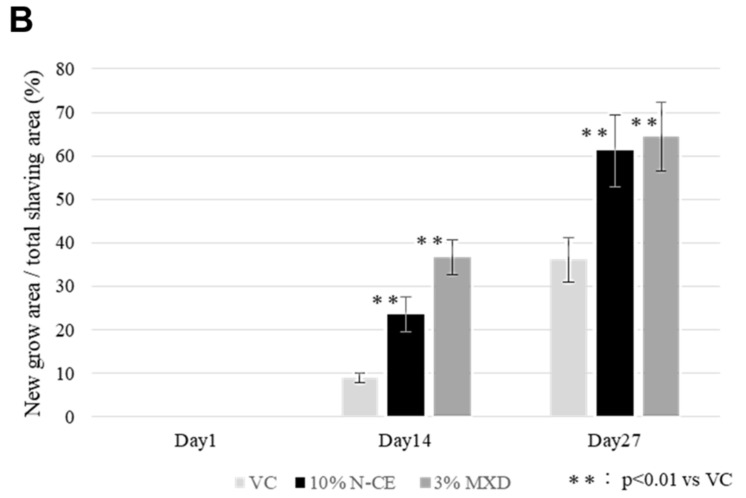
(**A**) The promotion of hair growth in C57BL/6N mice. VC (propylene glycol: ethanol: water (5:3:2)) and N-CE, MXD were applied to the back skin of C57BL/6N male mice for 27 days and the effect on hair growth was observed. (**B**) The area of newly grown hairs was measured by ImageJ. The x-axis represents time and the y-axis represents the area of newly grown hairs as a percentage of the total area. Results were presented as mean ± SD ** *p* < 0.01 when compared to the respective VC values by Student’s *t*-test (n = 6).

**Figure 2:**
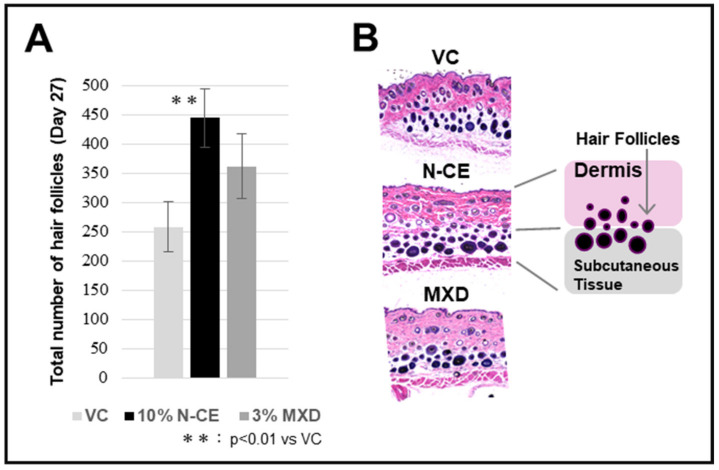
The effect of N-CE and MXD treatments on the number of hair follicles in the C57BL/6 mice. Hematoxylin- and eosin-stained photomicrographs of different groups of whole-layer skin tissue sections of the mouse back. (**A**) The total number of follicles in the dermis and subcutaneous tissue and the number of follicles in the subcutaneous tissue only was measured in section photographs, and the average number of follicles was calculated and plotted. (**B**) Micrographs of the hair follicles of VC control, N-CE, and MXD group. Results were presented as mean ± SD ** *p* < 0.01 when compared to the respective VC values by Student’s *t*-test (n = 6).

**Figure 3:**
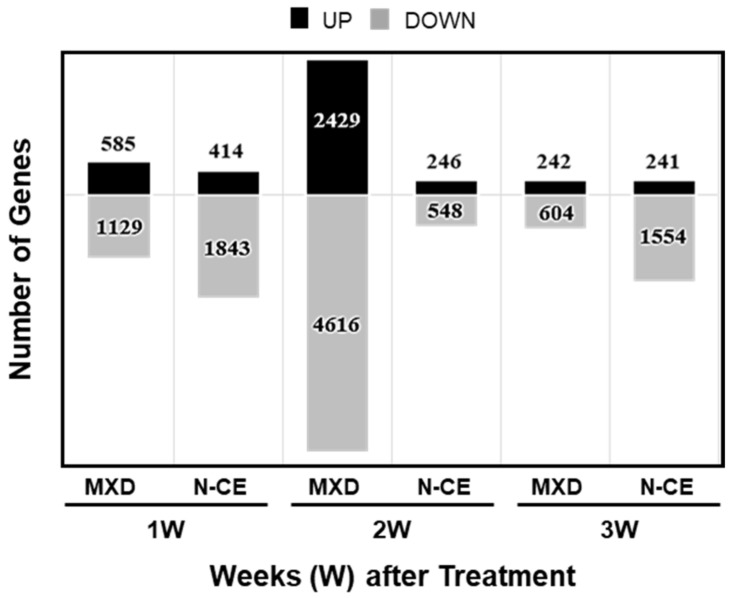
Time course profiling of the genes up- and down-regulated in the N-CE and MXD group 1 week, 2 weeks, and 3 weeks after treatment (see also Table 2 and Table 3 below). DNA microarray was performed as described in the Section 4.

**Figure 4:**
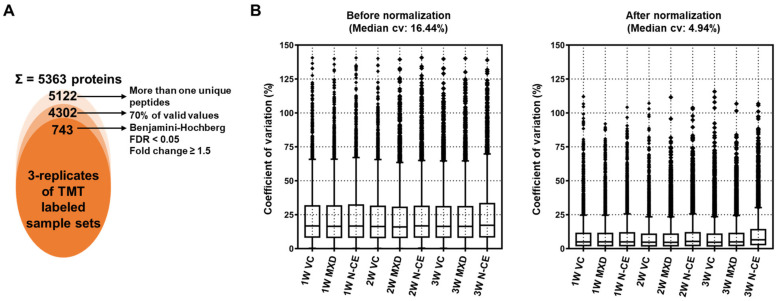
Label-free quantitative proteomic analysis of total proteins extracted from MXD and N-CE groups. (**A**) Venn diagram showing the distribution of the total identified and significantly modulated proteins followed by narrow-down approaches. (**B**) Box plots showing the improvement in the reproducibility of all proteins normalized with pooling intensities. The median CV values of the replicates decreased by 11.5% following normalization by the IRS method.

**Figure 5:**
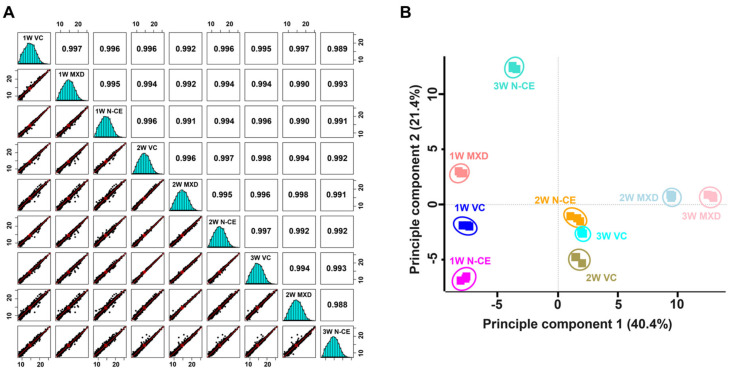
(**A**) Multi-scatter plot indicating the correlation between protein intensities among MXD and N-CE groups sample sets. Reproducibility across the replicate of three samples was revealed by Pearson’s correlation value. (**B**) Principle component analysis of significantly modulated proteins was identified by TMT-based quantitative proteome analysis.

**Table 1:** Component metabolites with narrowed down candidates in N-CE.

ID	HMT DB	Relative Area		ID	HMT DB	Relative Area	
	Compound Name	Cell-Extract	Concentration (μM)		Compound Name	Cell-Extract	Concentration (μM)
		N-CE				N-CE	
C_0050	1-Methyl-4-imidazoleacetic acid	3.90 × 10^−5^		C_0087	Kynurenine	1.50 × 10^−5^	
C_0096	2’-Deoxyadenosine 5’-Deoxyadenosine	1.42 × 10^−4^		C_0034	Melamine	7.97 × 10^−5^	
C_0091	2’-Deoxycytidine	6.73 × 10^−4^		A_0072	Mevalonic acid	1.54 × 10^−5^	
C_0099	2’-Deoxyguanosine	1.23 × 10^−4^		C_0089	*N*-Acetylglucosylamine	3.36 × 10^−5^	
C_0029	2-Amino-2-(hydroxymethyl)-1,3-propanediol	1.46 × 10^−4^		A_0057	*N*-Acetylmuramic acid	1.47 × 10^−4^	
C_0021	3-Amino-2-piperidone	8.60 × 10^−5^		C_0062	*N*-Methyltyramine *N*-Methylphenylethanolamine	1.20 × 10^−4^	
C_0011	3-Aminopropane-1,2-diol	1.90 × 10^−4^		C_0079	*N*^6^,*N*^6^,*N*^6^-Trimethyllysine	1.29 × 10^−5^	
C_0037	3-Guanidinopropionic acid	2.23 × 10^−5^		C_0065	*N*^6^-Methyllysine	3.68 × 10^−5^	
C_0063	4-(β-Acetylaminoethyl)imidazole	2.67 × 10^−5^		C_0030	Nicotinic acid	6.10 × 10^−5^	
C_0053	4-Guanidinobutyric acid	3.84 × 10^−5^		C_0072	Noradrenaline 6-Hydroxydopamine	4.58 × 10^−5^	
C_0006	4-Methylpyrazole	2.66 × 10^−5^		A_0067	*p*-Anisic acid *o*-Hydroxyphenylacetic acid Mandelic acid Phenoxyacetic acid	3.48 × 10^−5^	
A_0050	4-Pyridoxic acid	1.20 × 10^−3^		A_0068	*p*-Toluic acid *m*-Toluic acid *o*-Toluic acid	1.46 × 10^−5^	
C_0031	5-Methylcytosine	1.98 × 10^−5^		A_0058	Pantothenic acid	1.30 × 10^−5^	
C_0041	6-Aminohexanoic acid	2.31 × 10^−4^		C_0097	Penciclovir	2.90 × 10^−5^	
A_0051	6-Hydroxynicotinic acid	3.43 × 10^−5^		A_0059	Perillic acid	1.43 × 10^−4^	
C_0098	Adenosine	1.53 × 10^−5^	0.17	A_0060	Phthalic acid	1.00 × 10^−4^	
C_0083	ADMA	2.33 × 10^−5^		A_0061	Pimelic acid	1.95 × 10^−5^	
C_0047	Anthranilic acid	5.11 × 10^−5^	0.56	A_0062	Prostaglandin E_2_	3.96 × 10^−5^	
C_0103	Argininosuccinic acid	1.94 × 10^−5^		C_0067	Pterin	3.27 × 10^−5^	
A_0052	Azelaic acid	4.14 × 10^−5^		C_0070	Pyridoxal	3.13 × 10^−5^	
C_0081	Carbendazim	4.61 × 10^−4^		C_0071	Pyridoxamine	7.46 × 10^−5^	
C_0066	Carnitine	1.39 × 10^−3^		C_0073	Pyridoxine	2.14 × 10^−4^	
C_0080	Castanospermine	2.10 × 10^−4^		C_0107	Riboflavin	4.89 × 10^−5^	
C_0035	*cis*-4-Hydroxyproline	2.54 × 10^−5^		A_0073	*S*-Sulfocysteine	7.82 × 10^−6^	
A_0008	Citric acid	4.36 × 10^−5^	1.60	C_0101	Saccharopine	1.25 × 10^−4^	
C_0094	Cytidine	2.00 × 10^−5^	0.30	C_0084	SDMA	2.00 × 10^−5^	
C_0018	Cytosine	4.98 × 10^−4^	11.22	C_0092	Ser-Glu	1.30 × 10^−5^	
A_0053	Decanoic acid	2.02 × 10^−5^		A_0063	Suberic acid	2.88 × 10^−5^	
C_0017	Diethanolamine	4.49 × 10^−4^		C_0069	Taurocyamine	4.62 × 10^−4^	
C_0002	Ethanolamine	3.02 × 10^−4^		A_0064	Terephthalic acid	7.68 × 10^−5^	
A_0069	Ethyl glucuronide	3.33 × 10^−5^		C_0026	Thr	7.14 × 10^−5^	1.21
A_0054	Formiminoglutamic acid	6.04 × 10^−5^		C_0093	Thymidine	5.22 × 10^−4^	21.33
A_0055	Formylanthranilic acid	4.63 × 10^−5^		C_0060	Triethanolamine	3.57 × 10^−4^	
C_0077	Galactosamine Glucosamine	1.93 × 10^−4^		C_0001	Trimethylamine	1.27 × 10^−4^	
C_0106	Gibberellic acid	2.47 × 10^−4^		C_0004	Trimethylamine *N*-oxide	7.15 × 10^−5^	
C_0058	Glu	3.21 × 10^−5^	0.72	C_0095	Uridine	1.40 × 10^−4^	6.25
A_0010	Gluconic acid	1.65 × 10^−5^	1.09	C_0049	Urocanic acid	2.34 × 10^−4^	
C_0082	Glucosaminic acid	1.39 × 10^−5^		A_0065	Vanillic acid	2.85 × 10^−5^	
A_0070	Glucuronic acid-1 Galacturonic acid-1	3.16 × 10^−5^		A_0074	XA0003	1.29 × 10^−5^	
A_0071	Glucuronic acid-2 Galacturonic acid-2	3.29 × 10^−5^		C_0076	Xanthopterin	7.62 × 10^−5^	
C_0012	Glycerol	1.37 × 10^−3^		A_0066	Xanthosine	1.10 × 10^−5^	
C_0051	Histidinol	3.67 × 10^−5^		C_0052	XC0029	3.03 × 10^−5^	
C_0033	Imidazole-4-acetic acid	6.04 × 10^−5^		C_0088	XC0065	3.28 × 10^−5^	
C_0005	Isopropanolamine	8.90 × 10^−5^		C_0054	γ-Butyrobetaine	7.07 × 10^−5^	
A_0056	Isovaleric acid Valeric acid	2.08 × 10^−5^					

CE-TOFMS analysis was used as described in the Section 4. Substances detected in cation mode are indicated by an ID of C_ and those detected in anion mode are indicated by an ID of A_. Substances involved in hair growth are shown in gray color and those related to hair care are shown in diagonal lines.

**Table 2:** Top 20 variable genes changed by MXD at 1W, 2W, and 3W post-treatment.

MXD 1W				MXD 2W				MXD 3W			
Gene Name	Average Fold	Gene Name	Average Fold	Gene Name	Average Fold	Gene Name	Average Fold	Gene Name	Average Fold	Gene Name	Average Fold
*Cxcl5*	89.81	*Myh7*	0.05	*Kcnk12*	7.12	*Cyp2a5*	0.16	*Slc10a4*	4.00	*Slc22a2*	0.25
*Saa3*	29.25	*Hamp*	0.13	*Entpd8*	6.60	*Rab39*	0.19	*Dppa3*	3.30	*Ifng*	0.30
*Cxcl3*	14.29	*Myh7*	0.18	*Syt4*	5.56	*Trim34a*	0.21	*Krtap19-1*	3.06	*Dnah17*	0.32
*Sprr2f*	13.23	*Hamp2*	0.19	*Plb1*	4.88	*Ifng*	0.22	*Sele*	3.00	*Caln1*	0.33
*Chrng*	10.93	*Apol7a*	0.19	*Gltpd2*	4.87	*Cpb1*	0.22	*Krtap19-4*	2.87	*Slc12a1*	0.33
*Reg1*	10.35	*Gbp2b*	0.21	*Capn8*	4.49	*Hs1bp3*	0.23	*Dhrs2*	2.76	*Slc5a2*	0.33
*Stfa2l1*	9.73	*Myl2*	0.22	*Pax6*	4.34	*Krt2*	0.23	*Stfa2l1*	2.73	*Gzma*	0.34
*Gm5483*	8.99	*Maz*	0.28	*Slc26a3*	4.31	*Ccdc37*	0.24	*Nrg1*	2.71	*Klra7*	0.35
*Sprr2d*	8.70	*Cpb1*	0.28	*Hcn3*	4.30	*Pkib*	0.24	*Grp*	2.66	*Cyp2c44*	0.35
*Stfa2*	8.29	*Serpina3f*	0.29	*Epb4.1*	4.30	*Lgi1*	0.24	*Sv2b*	2.61	*Folr4*	0.36
*Ankrd1*	8.20	*Lix1*	0.29	*Efr3a*	4.16	*Sox2ot*	0.25	*Stfa2*	2.60	*Foxc2*	0.37
*Gdf6*	7.81	*Myl10*	0.30	*Pcdh8*	4.04	*Skint11*	0.25	*Olfr577*	2.59	*Htra4*	0.37
*Lce3f*	7.44	*Noxa1*	0.30	*Syce1*	3.89	*Fam19a3*	0.26	*Olfr692*	2.57	*Zc3h6*	0.37
*S100a8*	7.42	*Tnnt2*	0.31	*Ret*	3.84	*Serpinb10*	0.26	*Gpr126*	2.56	*Olfr644*	0.37
*Stfa1*	7.17	*Ces2b*	0.31	*Sv2a*	3.81	*Serpinb3a*	0.26	*Nudcd1*	2.55	*Il1rl1*	0.37
*Krt16*	6.89	*Reep3*	0.32	*Foxj1*	3.80	*Msln*	0.26	*Hsf2*	2.52	*Esm1*	0.38
*Prg4*	6.84	*Osbpl6*	0.33	*Lef1*	3.76	*Mucl1*	0.26	*Krtap16-1*	2.50	*Prr18*	0.39
*Reg3g*	6.81	*Dixdc1*	0.33	*Cyb5r2*	3.76	*Krt2*	0.26	*Spink6*	2.49	*Col9a3*	0.39
*Myh3*	6.76	*F2*	0.33	*Dsg4*	3.75	*Apof*	0.26	*Pcsk1*	2.49	*H2-Ob*	0.40
*Myh3*	6.74	*Ap1s3*	0.34	*Ammecr1*	3.75	*Gm4788*	0.27	*Krtap19-1*	2.47	*Ebf4*	0.40

**Table 3:** Top 20 variable genes changed by N-CE at 1W, 2W, and 3W post-treatment.

N-CE 1W				N-CE 2W				N-CE 3W			
Gene Name	Average Fold	Gene Name	Average Fold	Gene Name	Average Fold	Gene Name	Average Fold	Gene Name	Average Fold	Gene Name	Average Fold
*Ccr3*	4.87	*Myh7*	0.03	*Myh7*	4.88	*Il10*	0.30	*Lpp*	6.11	*Slc15a2*	0.20
*Phgr1*	3.86	*Syt4*	0.06	*Myh7*	4.77	*Il10*	0.33	*Gm7361*	4.59	*Ccdc37*	0.28
*Misp*	3.82	*Myh7*	0.06	*Lhx9*	3.42	*Olfr1384*	0.35	*Gpatch2*	3.36	*Hamp*	0.29
*Prg2*	3.81	*Krtap28-10*	0.09	*Fos*	3.25	*Timd2*	0.36	*H2afz*	3.15	*Gbp2b*	0.32
*Scgb1b27*	3.72	*Gja3*	0.09	*Fos*	3.24	*Olfr33*	0.37	*Sez6*	3.10	*Paxip1*	0.33
*Olfr619*	3.55	*Gm7544*	0.11	*Fos*	3.21	*Kif11*	0.37	*Rcbtb2*	3.07	*Serpinb10*	0.33
*Fam163b*	3.51	*Otop2*	0.11	*Fos*	3.21	*Gpr27*	0.38	*Pcdhb10*	2.79	*Ifng*	0.34
*Klra2*	3.43	*Syt4*	0.11	*Nek5*	3.19	*Olfr578*	0.39	*Cyp2j11*	2.70	*Rhox9*	0.35
*Fabp9*	3.29	*Krtap4-13*	0.11	*Fos*	3.18	*Kcnn2*	0.39	*F12*	2.63	*Fpr2*	0.36
*Tnfrsf14*	3.17	*Shh*	0.12	*Fos*	3.15	*Krt2*	0.40	*Mia2*	2.56	*Klrc3*	0.36
*Cftr*	3.15	*Adamts19*	0.12	*Fos*	3.15	*Vgll1*	0.40	*Adamts19*	2.49	*Igj*	0.37
*Cabs1*	3.07	*S100a7a*	0.12	*Fos*	3.14	*Zcwpw1*	0.41	*Dhrs2*	2.43	*Tfpi2*	0.37
*Dusp15*	3.03	*Uox*	0.12	*Fos*	3.14	*Asphd1*	0.41	*Tdrd12*	2.40	*Gcsam*	0.37
*Zc3h3*	2.92	*Tchh*	0.12	*Fos*	3.12	*Podnl1*	0.41	*Bpifb3*	2.39	*Il10*	0.37
*Sec16b*	2.92	*Adamts18*	0.12	*Add2*	3.02	*Ppp1r3e*	0.42	*Olfr128*	2.38	*Olfr513*	0.37
*Fgf2*	2.91	*Oca2*	0.12	*Sim2*	2.84	*Tcp11l1*	0.42	*D17H6S53E*	2.37	*Cd28*	0.38
*Angptl3*	2.90	*Soat2*	0.13	*Pax6*	2.77	*Dhx38*	0.43	*Pbx3*	2.31	*Syce1l*	0.38
*Pde4d*	2.88	*Shh*	0.13	*Pappa*	2.74	*Cyp2c40*	0.43	*Olfr131*	2.30	*Wscd2*	0.38
*Dusp15*	2.87	*Slc7a11*	0.13	*Gabrg1*	2.71	*Krt2*	0.43	*Pard3*	2.25	*Hgf*	0.38
*Cntnap2*	2.85	*Fam26d*	0.13	*Fam187a*	2.70	*Slc4a4*	0.43	*Mgat5b*	2.23	*Gzma*	0.38

**Table 4:** A comparison of the up- and down-regulated genes in the MXD and N-CE group 1 week, 2 weeks, and 3 weeks after treatment. DNA microarray was performed as described in the Section 4.

MXD/Cont (Fold Change Values (LOG2))						N-CE/Cont (Fold Change Values (LOG2))					
Symbol	1W	Symbol	2W	Symbol	3W	Symbol	1W	Symbol	2W	Symbol	3W
*S100a9*	7.03	*Krt27*	3.11	*Epg5*	16.10	*Ascc3*	2.44	*Plcb4*	3.79	*Vps51*	28.09
*Ngp*	6.16	*Krt25*	3.03	*Borcs6*	4.38	*Tcte2*	2.01	*Fam25c*	3.43	*Dnajc16*	19.23
*Krt6b*	4.21	*Krt28*	2.96	*Nf1*	3.37	*Col11a1*	1.95	*Ect2*	3.09	*Prkar1a*	5.65
*Klf10*	3.00	*Krt26*	2.85	*Sptlc2*	3.36	*Gm45927*	1.75	*Epg5*	3.07	*Sil1*	5.19
*Abcb9*	2.86	*Pinlyp*	2.78	*Krt25*	2.84	*Ldb1*	1.74	*Arr3*	2.73	*Smarcc1*	5.11
*Fgg*	2.52	*Tchh*	2.76	*Krt27*	2.71	*Fam117b*	1.71	*Timm13*	2.70	*Cdc42bpg*	3.95
*Fgb*	2.42	*Nf1*	2.64	*Naa40*	2.59	*Xpo4*	1.71	*Smc2*	2.70	*Sptlc2*	3.73
*Fga*	2.19	*Crym*	2.58	*Fbp1*	2.57	*Gm10964*	1.66	*Lig3*	2.64	*Ston1*	3.67
*Vps51*	2.17	*Fbp1*	2.29	*Tchh*	2.47	*Hrnr*	1.64	*Uqcc2*	2.43	*Borcs6*	3.29
*Pla2g4b*	2.14	*Cgnl1*	2.19	*Pinlyp*	2.43	*Vps35l*	1.63	*Fuom*	2.21	*Smc2*	2.96
*Dnajc16*	2.09	*Tchhl1*	2.18	*Crym*	2.36	*Alox8*	1.63	*Cgn*	2.00	*Manba*	2.75
*Myo1e*	1.96	*Padi3*	2.16	*Tchhl1*	2.29	*Krt6b*	1.62	*S100a6*	1.90	*Lig3*	2.69
*Commd3*	1.78	*Padi1*	2.12	*Krt28*	2.26	*Kctd1*	1.58	*Elmo2*	1.90	*Myo5a*	2.66
*Tmem50a*	1.66	*Padi4*	2.10	*Krt26*	2.25	*Pla2g4b*	1.57	*Commd3*	1.88	*Epb41l2*	2.61
*Prkar1a*	1.63	*Prr9*	2.09	*Padi4*	2.22	*Itpkc*	1.55	*Cgnl1*	1.85	*Borcs5*	2.53
*Pafah1b2*	1.61	*Map3k10*	2.08	*Map3k10*	2.17	*Rad50*	1.54	*Selenom*	1.85	*Degs1*	2.51
*Ascc3*	1.59	*Crnn*	2.08	*Cbs*	2.11	*H2ac20*	1.50	*Slc12a4*	1.83	*Mfap5*	2.45
*Fn1*	1.54	*Krtap15*	2.06	*Krtap15*	2.10	*Fxyd1*	1.42	*Agrn*	1.82	*Cstf3*	2.40
*Tcte2*	1.54	*Cbs*	2.04	*Gnmt*	2.09	*Itgb3*	1.41	*Ahcyl2*	1.77	*Ascc3*	2.38
*Lyz2*	1.53	*Mab21l4*	2.01	*Rpl24*	2.07	*Borcs6*	1.39	*Banf1*	1.75	*Acp5*	2.37
*Plcb4*	−2.33	*Tnnc2*	−1.76	*Vps51*	−5.64	*Arr3*	−9.32	*Gm10964*	−2.15	*Tmem87a*	−2.46
*Myl1*	−1.91	*Myl1*	−1.71	*Dnajc16*	−2.80	*Smc2*	−7.52	*Krtap21-1*	−1.52	*Cyfip2*	−2.25
*Arr3*	−1.82	*Col11a1*	−1.70	*4930562C15Rik*	−2.08	*Ect2*	−4.86	*Lgals3bp*	−1.50	*Scyl1*	−2.16
*Tnnc2*	−1.72	*Vps51*	−1.60	*Ston1*	−2.04	*Acp5*	−3.33	*Krt76*	−1.50	*Ephx3*	−2.10
*Atp2a1*	−1.65	*4930562C15Rik*	−1.60	*Mybpc1*	−1.97	*Cgn*	−3.24	*Gm11567*	−1.49	*Gm45927*	−2.09
*Ccdc127*	−1.65	*Kctd1*	−1.56	*Rad50*	−1.91	*Plcb4*	−3.14	*Gm45927*	−1.44	*S100a11*	−2.06
*Trdn*	−1.63	*Krt76*	−1.56	*Pacsin2*	−1.87	*Slc12a4*	−3.10	*Gm11938*	−1.43	*Sepsecs*	−2.04
*Spag7*	−1.57	*Nucks1*	−1.46	*Ttn*	−1.73	*Lig3*	−2.97	*Pla2g4b*	−1.43	*S100a6*	−1.99
*Calm3*	−1.55	*Tsc22d1*	−1.44	*Smc5*	−1.73	*Nf1*	−2.70	*Gm11565*	−1.40	*Car13*	−1.98
*4930562C15Rik*	−1.54	*Tgfbi*	−1.43	*Tnni2*	−1.66	*Fam25c*	−2.35	*Rgs13*	−1.40	*Epb41*	−1.97
*Epg5*	−1.53	*Ncdn*	−1.43	*Serpinb7*	−1.66	*Rfc4*	−2.19	*Dera*	−1.40	*Gng12*	−1.94
*Rgs13*	−1.52	*Rad50*	−1.43	*Plcl1*	−1.64	*Agrn*	−2.08	*Tcte2*	−1.39	*Get4*	−1.93
*Pvalb*	−1.52	*Gm45927*	−1.42	*Atp2a1*	−1.63	*Vps33b*	−2.07	*Rad50*	−1.38	*Ccdc127*	−1.93
*Selenom*	−1.50	*Slc25a4*	−1.41	*Atp2a3*	−1.60	*Manba*	−1.99	*Cnbp*	−1.36	*Tsc22d1*	−1.92
*Rpl24*	−1.49	*Mcpt4*	−1.40	*Eno1*	−1.59	*Krt76*	−1.93	*Col11a1*	−1.35	*Cav3*	−1.89
*Scd1*	−1.48	*Apobec2*	−1.40	*Lmod3*	−1.58	*Armt1*	−1.92	*Eno2*	−1.34	*Plcl1*	−1.88
*Plcl1*	−1.48	*Trim16*	−1.40	*Slc25a4*	−1.58	*Borcs5*	−1.89	*Sdhc*	−1.32	*Eno2*	−1.84
*Sdhc*	−1.47	*Mapt*	−1.40	*Uggt1*	−1.58	*Epg5*	−1.87	*Sos1*	−1.31	*Itpkc*	−1.83
*Fabp3*	−1.46	*Calm3*	−1.38	*Ndufa3*	−1.57	*Hmcn1*	−1.85	*Kctd1*	−1.30	*Hook1*	−1.80
Atp2a3	−1.45	Tnni2	−1.38	*Myh1*	−1.57	*Fam83h*	−1.84	Mb	−1.30	Commd9	−1.79

**Table 5:** A biofunctional categorization and pathway of the identified genes and proteins in the MXD group 1 week, 2 weeks, and 3 weeks after treatment. Both the up- and down-regulated terms for genes and proteins were displayed together for comparison. DNA microarray and proteomics and DAVID analyses were performed as described in the Section 4.

MXD—UP: Microarray			MXD—UP: Proteome		
1W	2W	3W	1W	2W	3W
Keratin	Keratin	Keratin	Keratin	Keratin	Keratin
Disulfide bond	Cell division	Melanin biosynthesis	Intermediate filament	Intermediate filament	Intermediate filament
Keratinization	Cell cycle	Albinism	Lysosome	Lipid biosynthesis	Fatty acid metabolism
Collagen	Intermediate filament	Kinetochore	Lipid metabolism	Lipid metabolism	Protein phosphatase
Inflammatory response	Citrullination		Acyltransferase	Fatty acid metabolism	Lysosome
Chemotaxis	Microtubule		Cell adhesion	Cell cycle	Fatty acid biosynthesis
Cell adhesion	Centromere		Hemostasis	Acyltransferase	Lipid metabolism
Myosin	Melanin biosynthesis		Blood coagulation	Lysosome	Pyridoxal phosphate
Intermediate filament	Disease mutation		Cysteine biosynthesis	Fatty acid biosynthesis	Lipid biosynthesis
Cytokine	Wnt signaling pathway		Cytoskeleton	Pyridoxal phosphate	Cysteine biosynthesis
Melanin biosynthesis	Keratinization		Fatty acid metabolism	Protein phosphatase	Cell junction
Acute phase	DNA repair		Disulfide bond	Cell junction	
Albinism	Actin-binding		Amino-acid biosynthesis	Cysteine biosynthesis	
Amidation	Homeobox			Cytoskeleton	
Proteoglycan	Albinism			Heparin-binding	
Antimicrobial	Lipid-binding			Cell division	
	Zinc transport			Endoplasmic reticulum	
	Tyrosine-protein kinase			Proteoglycan	
**MXD—Down: Microarray**			**MXD—Down: Proteome**		
**1W**	**2W**	**3W**	**1W**	**2W**	**3W**
Muscle protein	Disulfide bond	Disulfide bond	Muscle protein	Muscle protein	Muscle protein
Lipid metabolism	Muscle protein	Muscle protein	Keratin	Endocytosis	Calmodulin-binding
Lipid biosynthesis	Sarcoplasmic reticulum	Actin-binding	Intermediate filament	Sarcoplasmic reticulum	Myosin
Thick filament	Lectin	Sarcoplasmic reticulum	Myosin	Thick filament	Respiratory chain
Fatty acid metabolism	Actin-binding	Cell adhesion	Thick filament	Calmodulin-binding	Sarcoplasmic reticulum
Calmodulin-binding	Cytokine	Collagen	Calmodulin-binding	Myosin	Thick filament
Oxidoreductase	Inflammatory response	Thick filament	Actin-binding	Lysosome	Actin-binding
Sarcoplasmic reticulum	Myogenesis	Growth factor	Metal-binding	Actin-binding	Cytoskeleton
Actin-binding	Calmodulin-binding	Sugar	Endoplasmic reticulum	Mitochondrion	Metal-binding
Myosin	Lipoprotein	Heme	Endocytosis	Cytoskeleton	Lysosome
Fatty acid biosynthesis	Thick filament	Calmodulin-binding	Cell division		Prenylation
Heme	Growth factor		Iron		Disulfide bond
Growth factor	Heme		Lysosome		
Lipid	Lipid metabolism				
Disulfide bond	Myosin				
Acylferase	Chemotaxis				
Lipoprotein	Osteogenesis				
Glucose metabolism	Heparin-binding				

**Table 6:** A biofunctional categorization and pathway of the identified genes and proteins in the N-CE group 1 week, 2 weeks, and 3 weeks after treatment. Both the up- and down-regulated terms for genes and proteins were displayed together for comparison. DNA microarray and proteomics and DAVID analyses were performed as described in the Section 4.

N-CE—UP: Microarray			N-CE—UP: Proteome		
1W	2W	3W	1W	2W	3W
Immunity	Homeobox	Citrullination	Keratin	Keratin	Keratin
Lectin	Disease mutation	Cell adhesion	Intermediate filament	Lysosome	Intermediate filament
Disulfide bond	Developmental protein	Disease mutation	Metal-binding	Lipid biosynthesis	Lysosome
Innate immunity	Spermatogenesis	Acetylation	Calmodulin-binding	Cytoskeleton	Cytoskeleton
Cytokine	Zymogen	Homeobox	Hemostasis	Cell adhesion	Keratinization
Inflammatory response			Blood coagulation	Lipid metabolism	Calmodulin-binding
Chemotaxis			Muscle protein	Fatty acid metabolism	Cysteine biosynthesis
Antiviral defense			Actin-binding	Cell cycle	Proteoglycan
Acute phase			Cytoskeleton	Sarcoplasmic reticulum	Myosin
Golgi apparatus			Disease mutation	Cysteine biosynthesis	Actin-binding
			Myosin	Intermediate filament	Acyltransferase
**N-CE—Down: Microarray**			Endocytosis	Proteoglycan	Aminopeptidase
**1W**	**2W**	**3W**	Lipid-binding	Myosin	Protein phosphatase
Keratin	Lectin	G-protein coupled		Prenylation	
Cell cycle	Disulfide bond	Disulfide bond		Cell division	
Mitosis	Muscle protein	Olfaction			
Cell division	Pheromone-binding	Sensory transduction	**N-CE—Down: Proteome**		
Kinetochore	Calmodulin-binding	Cell adhesion	**1W**	**2W**	**3W**
Intermediate filament	Oxygen	Sulfation	Keratin	Keratin	Muscle protein
Microtubule	Lipoprotein	Lectin	Fatty acid metabolism	Intermediate filament	Metal-binding
DNA repair		Adaptive immunity	Lysosome	Muscle protein	Sarcoplasmic reticulum
DNA replication		Heme	Intermediate filament	Lipid-binding	Fatty acid metabolism
Melanin biosynthesis		Hormone	Lipid biosynthesis	Metal-binding	Fatty acid biosynthesis
Calmodulin-binding		Immunity	Muscle protein	Myosin	Lipid biosynthesis
Citrullination		Iron transport	Fatty acid biosynthesis	Endocytosis	Lipid metabolism
Albinism		Homeobox	Lipid metabolism	Keratinization	Endocytosis
Wnt ing pathway		Myogenesis	Cysteine biosynthesis	Actin-binding	Keratin
Helicase		Cytokine	Cell cycle	Calmodulin-binding	
Osteogenesis		Zymogen	Cell adhesion		
Muscle protein		Actin-binding	Proteoglycan		

## Data Availability

The data presented in this study are available in the article and submitted databases. The raw data are available upon a reasonable request from the corresponding author.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/molecules28041565/s1, Supplementary Table S1. Identification of differentially modulated proteins by TMT-based quantitative proteomic analysis.

How the deposited data were processed for this re-analysis (not part of the article)

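The DNA microarray experiment measured RNA of whole back skin of mice treated with MXD, N-CE or VC and sampled at 1W, 2W and 3W. RNA of 6 mice was pooled per group, and each treated pool was hybridized with the VC pool of its week on 2 arrays with exchanged dyes. Both arrays of a dye swap hold the same 2 pooled extracts, so every sample was given replicate number 1 here. The 12 arrays therefore hold 6 comparisons of 1 treated pool with 1 VC pool. The data on proteins, metabolites, hair score and histology were not analysed here.

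The authors deposited the output of Agilent Feature Extraction for each array and a matrix of log ratios for the series. The deposited log ratio is the log10 of Cy5 over Cy3 that the authors obtained after background subtraction and LOWESS dye normalization. The deposited p-value of each spot comes from the error model of the authors' software and describes the spot, not the mice. The signal intensity of each channel was deposited by the authors raw and after background subtraction and dye normalization. The matrix was checked against the arrays and equals log10 of the ratio of processed intensities at all 43379 transcript spots within 1e-05. It differs from the log10 ratio of the software mainly where neither channel exceeded background, since that ratio is then set to 0. Probe positions are on mm9. Gene names are those of the array files, and 27816 of 41174 probes carry an accession that is in the RefSeq table of gene symbols.

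Calculations used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and R 4.3.3 with limma 3.58.1. Control spots and spots marked as outliers were left out, the log ratios were turned to treated over VC, and spots of one probe were averaged. The fold of a comparison is the geometric mean over its dye swap, and its SD is over the 2 arrays. Probes were called with a P under 0.01 on both arrays in the same direction and a mean fold above 1.5 or below 0.75, the thresholds that the paper states. No test across samples is possible within a week, as each group is 1 pool. Across weeks, limma's moderated test with Benjamini-Hochberg adjustment was applied to the 3 weekly log2 folds of each treatment and to their differences, with weeks standing in for replicates.

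There were 24 gene lists: hair shaft and inner root sheath keratins, keratin-associated proteins, epidermal and wound keratins, anagen follicle regulators, melanin synthesis, fast and general skeletal muscle, slow skeletal muscle, vascular smooth muscle, chemokines and cytokines, neutrophil and acute phase, cell cycle, coagulation, iron homeostasis, angiogenesis, autophagy, growth factors, homeobox, olfactory receptors, immediate early, circadian clock, adipocyte, erythrocyte, T cell and NK cell, and citrullination. Each gene was represented by its probe with the highest mean processed signal over the 12 arrays, and genes not well above background in any channel of a comparison were left out. A gene above background in 1 group only entered with its log ratio. The median log2 fold of a list was ranked among 10000 random lists of the same size drawn from 20 bins of signal. Its SD is that of the medians of the 2 arrays, and the median over dye-swap means can lie outside both. Some lists share genes: the anagen follicle regulators share Padi1, Padi3 and Tchh with citrullination, Dlx3, Hoxc13 and Msx2 with homeobox and Bmp4 with growth factors, angiogenesis shares Fgf1, Fgf2, Hgf, Pdgfb and Vegfa with growth factors, and chemokines and cytokines share Ifng with T cell and NK cell.

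Genes to name were taken mainly from a set given by a rule: Lef1, Dsg4, Fgf2 and Pax6, the first 3 genes of each column of Table 2 and Table 3, the 3 highest and 3 lowest called probes of each comparison among those above background in both groups, and the 2 genes of a reported list that changed most. Many genes of the set are not reported here. Some genes outside it are named too, as members of a list or a test or where a fold differs from the paper's. A probe not well above background in one group on both arrays is given as a lower bound.

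The steps were tested on simulated data. For the calls per comparison, the noise, the dye bias and the P of each spot were set by hand, not taken from these arrays. Of 200 probes shifted by a log2 of 1.5, the calls recovered between 199 and 200, with 0 false calls. With the noise set low, this checks the orientation and the calling rule, not the sensitivity on these arrays. For limma, the weekly log2 folds of these arrays were used with random signs. The limma fit over 3 weeks recovered 0 of 197 probes at a log2 of 1.5, 108 at 3 and 191 at 6. It recovered 0, 196 and 197 when probes with equal folds in all weeks were left out. Fold changes of about 1.5 on the log2 scale are therefore out of reach for that fit.

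Alternatives covered the P criterion, symmetric folds, background correction by normexp with an offset of 50 followed by loess, a filter on dim probes, spots or gene names in place of probes, arithmetic means, marked outlier spots, each array of the dye swap alone, the matrix values, other ways to form the gene lists, the slide as a random block and each week left out in turn. The DAVID terms of Table 5 and Table 6 were not recomputed, as the annotation behind them was not used here. The categories cell adhesion and Golgi were not analysed here.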

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

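The level that a list had to exceed and the comparison of VC channels for exchanged labels were tests chosen only after the results had been seen. A list is named here when both arrays of a dye swap moved the same way, when its median log2 fold lay in the lowest or highest 2.5% of random lists, and when this median was larger in size than that of the same list between the VC channels of the MXD and N-CE arrays of the week. Each treatment and week is 1 pool, so no difference between weeks was tested, and week and slide cannot be told apart.

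In N-CE, 6 lists were lower than in VC at 1W and higher at 2W. The medians were -2.40 and 0.32 for hair shaft and inner root sheath keratins, -2.14 and 0.35 for keratin-associated proteins, and -1.42 and 0.22 for anagen follicle regulators. They were -2.02 and 0.44 for melanin synthesis, -0.96 and 0.26 for cell cycle, and -0.57 and 0.19 for citrullination, which shares Padi1, Padi3 and Tchh with the follicle regulators. At 3W the follicle regulators were at 0.19, melanin synthesis at 0.49 and cell cycle at 0.28. A VC pool with unusually many growing follicles at 1W is argued against, since MXD over the same VC pool gave 0.79 for keratin-associated proteins and rose in the other follicle lists as well. Treated and VC labels exchanged on the N-CE arrays of 1W are argued against too, since the VC channels of the MXD and N-CE arrays differed by only -0.01 in keratin-associated proteins. The authors' normalization did not set the direction, as normexp and loess left all 6 lists below 0 at 1W. They gave -2.29 for hair keratins, -2.01 for keratin-associated proteins, -0.77 for cell cycle and -0.53 for citrullination. The size depended more on normalization for anagen follicle regulators, at -0.69, and melanin synthesis, at -1.27. Fewer or less advanced growing follicles in the N-CE pool of 1W may lie behind the pattern. The cell cycle list fell along with the others by 0.96, while epidermal and wound keratins were at 0.02, with 0.19 and -0.14 on the Cy5 and Cy3 arrays. Whether this came from N-CE or from the hair cycle stage of the mice that were pooled remains open, as does a sample from elsewhere under a wrong label.

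Lists of immune and blood proteins also moved in opposite directions between weeks. Chemokines and cytokines in MXD were at -0.72 at 2W and 0.11 at 1W. In N-CE they were at -0.17 at 3W and 0.29 at 1W, T cell and NK cell genes at -0.30 and 0.43, and coagulation at -0.27 and 0.24. The T cell and NK cell value at 3W lies close to the VC level of 0.21. With normexp and loess all kept their signs but shrank, to -0.43 and 0.09 in MXD and to -0.09 and 0.10, -0.14 and 0.15, and -0.13 and 0.16 in N-CE. Many of these genes are dim, which limits their precision. Neither a technical nor a biological explanation of these shifts was tested.

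Other lists that the paper does not discuss moved beyond the VC level. Circadian clock genes were at -0.30 in MXD at 1W and -0.65 at 2W, and at 0.16 in N-CE at 1W and -0.20 at 2W. Adipocyte genes were at -0.36, -0.71 and -0.08 in MXD at the 3 weeks and at 0.20, -0.28 and -0.13 in N-CE. Erythrocyte genes were at -0.59 in MXD at 2W and -0.22 at 3W, and at -0.39 in N-CE at 2W and -0.59 at 3W, from 6 measured genes each. Immediate early genes were at 0.37 in MXD at 2W and at 0.28 in N-CE at 2W. The adipocyte value of MXD at 3W hardly exceeds its VC level of 0.06. The clock, adipocyte, erythrocyte and immediate early medians named here kept their signs with normexp and loess. Clock and adipocyte genes of N-CE changed direction between weeks, which was not tested.

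For the immediate early genes of N-CE at 2W, stress or handling at sampling may be a source. Of the 17 genes 16 were above 0, and Fos, Ier2 and Fosb were up-regulated with log2 folds of 1.66 ± 0.04, 1.03 ± 0.23 and 0.97 ± 0.41. They were 1.54, 0.39 and 0.54 with normexp and loess. The rise of Ier2 and Fosb thus depends on that processing, its offset of 50 included. At 1W 4 genes of the list were up-regulated, among them Fos with 1.41 ± 0.06, although the list median was 0.09. Another time of day of sampling cannot be told apart from stress or handling. Dbp, Per1, Per2, Per3, Nr1d1 and Nr1d2 had a median of -0.21 at 2W, but of the genes with the opposite phase only Arntl was measured, with -0.04. An effect of N-CE itself stays open. No explanation was tested for the adipocyte and erythrocyte lists, where the fat and blood content of the sampled skin and the treatment are all possible.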

How the results depend on the processing

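The counts over spots without a P, the fits without probes of zero variance and the gene folds with outlier spots kept or with matrix values were chosen only after the results had been seen; all other alternatives, the thresholds on fold, P and adjusted p and the gene lists were fixed before the data were examined. The rules by which a value counts as moved and a list as worth naming were rewritten after first values had been seen.

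Counts of up- and down-regulated probes stayed within 1.5 times the reported value in every comparison with symmetric folds, the fold asked of each array, arithmetic means, a filter on dim probes, marked outlier spots kept, matrix values or distinct gene names. With each spot counted, only the up-regulated count of N-CE at 2W moved, to 44, since a probe printed 10 times is then counted by spot. In all, 50 up-regulated and 55 down-regulated counts stayed within that range and 46 and 41 moved. A looser P raises counts by construction. With P under 0.01 in at least one array, up- and down-regulated probes were 611 and 1139 in MXD at 1W, 3010 and 4828 at 2W and 119 and 334 at 3W, and in N-CE 372 and 1325, 131 and 330, and 248 and 364. With no P threshold they were 1932 and 3713, 4479 and 7389, and 895 and 1963 in MXD, and 1701 and 3866, 961 and 2296, and 1227 and 2405 in N-CE. One array alone asks for less than the dye swap. The array with the treated sample in Cy5 gave 767 and 719, 3619 and 4143, and 148 and 254 in MXD, and 519 and 1009, 333 and 396, and 290 and 211 in N-CE. The array with the treated sample in Cy3 gave 672 and 994, 3059 and 3809, and 176 and 249 in MXD, and 531 and 1131, 466 and 595, and 320 and 334 in N-CE. Normexp and loess lowered up-regulated counts to 162, 1032 and 36 in MXD and to 46, 8 and 29 in N-CE at the 3 weeks. Down-regulated counts stayed within 1.5 times there. Both kept the P of Feature Extraction. The offset of 50, added to both channels, pulls the ratios of dim probes toward 0 by construction. Its share in the fall of the up-regulated counts was not tested. Whether down- exceeded up-regulated probes in N-CE at 2W and 3W and in MXD at 1W and 3W depended on the setting, the last with 54 up- and 53 down-regulated gene names.

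The later counts of spots past the fold on both arrays without a P, from matrix values, were 587 and 1420 in MXD at 1W, 2431 and 4616 at 2W and 244 and 604 at 3W, and in N-CE 415 and 1843, 248 and 548, and 241 and 1554. The scanner log ratio gave the same counts except in N-CE at 3W, with 214 and 728, because it is 0 on an array for each of the spots lost. With symmetric folds the up-regulated counts stayed as they were, and the down-regulated ones were 640, 3192 and 275 in MXD and 1209, 243 and 787 in N-CE, fewer by construction.

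For the leading lists, which are hair keratins, keratin-associated proteins, melanin synthesis and fast and general skeletal muscle, 94 alternative medians stayed within the SD of the dye swap and 26 moved; 0 were reversed, where a change of sign counts only for medians in the lowest or highest 2.5% of random lists. Keratin-associated proteins in N-CE at 3W, not among these, went from -0.04 to 0.02 on the Cy3 array alone. Normexp and loess gave 0.75 for keratin-associated proteins in MXD at 1W, 0.53, 1.04 and 0.62 for melanin synthesis in MXD at the 3 weeks, and -2.01 and -1.27 for the same lists in N-CE at 1W. The Cy5 array alone gave -0.60 for fast muscle in MXD at 1W, 1.13 for melanin synthesis in MXD at 2W, 0.19 and 0.25 for hair keratins and keratin-associated proteins in MXD at 3W, and -1.79 and 0.48 for melanin synthesis in N-CE at 1W and 2W. The Cy3 array alone gave 0.83 and 0.62 for keratin-associated proteins and melanin synthesis in MXD at 1W, 0.20, 0.22 and 0.65 for hair keratins, keratin-associated proteins and melanin synthesis in MXD at 3W, and -2.59 and -2.17 for hair keratins and keratin-associated proteins in N-CE at 1W. It gave 0.53 for melanin synthesis in N-CE at 2W, and 0.13 and 0.39 for hair keratins and melanin synthesis at 3W. The mean of all probes gave 0.61 for melanin synthesis in MXD at 1W, and -2.11 and -1.80 for keratin-associated proteins and melanin synthesis in N-CE at 1W, and all genes of the list gave -2.11 for keratin-associated proteins there. For the other lists 413 medians stayed, 185 moved and 2 were reversed. Neutrophil and acute phase genes in N-CE at 3W were at 0.02 on the Cy5 array alone, and olfactory receptors in N-CE at 1W at -0.01 on the Cy3 array alone. The cause was not tested for any of these lists.

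Log2 folds of named genes, taken at the same probe, stayed within their SD in 1628 cases and moved in 112, all with normexp and loess. A fold taken from a single array of the dye swap, or as the arithmetic mean of its folds, cannot leave that range by construction. The 1628 cases are therefore weak evidence of stability, as all 112 came from the setting that normalizes the signals anew. The comparison of VC channels gave 205, 2220 and 2224 probes past the folds at the 3 weeks with normexp, loess and Aquantile normalization. The correlation of MXD with N-CE over probes above background was -0.19, 0.61 and 0.40. The cause was not tested for either.

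The fits over the 3 weeks by limma called 0 probes in every setting, so leaving out each week gave 0 to 0. At an unadjusted p under 0.05, MXD had 1792 probes without 1W, 3242 without 2W and 2921 without 3W, and N-CE had 4928, 1560 and 1398. The difference between treatments had 1521, 1331 and 4957. N-CE without 1W thus gave over 3 times the 1486 probes of all weeks, and the difference without 3W over 2 times its 2021. The slide as a random block gave 4202 probes in MXD and 1002 in N-CE, with a correlation within slides of 0.13. The fits hold 0 probes of zero variance with normexp and loess, and gave 3463, 814 and 2650 there. No paired analysis by replicate number was possible. Each treatment and week is 1 pool and was given number 1 here, so the groups share fewer than 2 numbers. This concerns replicate numbers, as all 3 fits use ratios or differences formed within a week and so pair the pools by week. Signal over background limits what can be said of dim genes. In each array 13.0% to 21.7% of spots had no channel above background, and their folds are not measured.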

Differences from the paper's values

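The counts of spots past the fold on both arrays without a P and the folds with marked outlier spots kept were chosen only after the values had been seen. In the text, the paper's count of down-regulated genes in MXD at 2W is 4616, and the count of probes here was 2397. Among the alternatives set before the data were examined, P in at least one array (4828), the Cy5 array alone (4143) and the Cy3 array alone (3809) came within 1.5 times the paper's value. The fold asked of each array (2397), no P threshold (7389), symmetric folds (2378), normexp and loess (2220), a filter on dim probes (2397), each spot counted (2686), arithmetic means (2397), outlier spots kept (2398), matrix values (2397) and distinct gene names (1975) did not. Spots past the fold on both arrays without a P, a setting chosen after seeing the values, gave 4616 with matrix values and with scanner log ratios, and 3192 with symmetric folds. It gave 2431 for the up-regulated spots, where the paper's count is 2429 and the count of probes here was 1661.

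The other counts of Fig. 3, read by eye, were also larger than those here. In MXD at 1W they were about 590 up and about 1100 down in Fig. 3, against 282 and 315 here. In MXD at 3W they were about 240 and about 600 in Fig. 3, against 59 and 66. In N-CE they were about 410 and about 1800 in Fig. 3 at 1W against 120 and 612, about 250 and about 550 in Fig. 3 at 2W against 28 and 21, and about 240 and about 1600 in Fig. 3 at 3W against 62 and 57. Among the alternatives set before the data were examined, P in at least one array came within 1.5 times for both counts of MXD at 1W (611 and 1139) and N-CE at 1W (372 and 1325) and for the up-regulated count of N-CE at 3W (248), and for none of the other 5. The Cy5 array alone did so for the up-regulated counts of MXD at 1W (767), N-CE at 1W (519), 2W (333) and 3W (290) and the down-regulated count of N-CE at 2W (396). The Cy3 array alone did so for both counts of MXD at 1W (672 and 994), the up-regulated counts of MXD at 3W (176) and N-CE at 1W (531) and 3W (320), and the down-regulated count of N-CE at 2W (595). The other alternatives came within 1.5 times for 0 of these 10 counts. Spots past the fold on both arrays without a P, from matrix values, a setting chosen after seeing the values by trying combinations of probes or spots, matrix or scanner values, outlier marks, background filters and down folds, did so for 10 of 10, with 587 and 1420, 244 and 604, 415 and 1843, 248 and 548, and 241 and 1554 in the same order of comparisons. Of these, 604, 1843, 548, 241 and 1554 are the numbers printed in Fig. 3. The other 5 are not, and 1420 for MXD at 1W stays well above the about 1100 in Fig. 3, read by eye. With scanner log ratios this held for 9 of 10, all but the down-regulated count of N-CE at 3W (728), and with symmetric folds for 6 of 10.

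In Table 2 the paper's fold of Maz in MXD at 1W is 0.28, and the fold here was 0.980. It was 0.985 with normexp and loess and with arithmetic means, 1.09 on the Cy5 array and 0.881 on the Cy3 array, none of which came near. In Table 3 the paper's fold of Ccdc37 in N-CE at 3W is also 0.28, and the fold here was 0.809. It was 1.03 with normexp and loess, 0.820 with arithmetic means, 0.953 on the Cy5 array and 0.688 on the Cy3 array. With marked outlier spots kept, a setting chosen after seeing the values, each gene gains a further probe, left out otherwise because of its marks, with folds of 0.230 and 0.214, and with matrix values, also chosen then, 0.980 and 0.809. The other 74 of 76 folds above background in both groups and all 89 lower bounds did not differ from the paper's values by the measure used. That result is weak evidence for the size of the paper's folds. The measured folds come from the same deposited spots as the paper's values, so they could hardly differ. A low bound excludes little: that of Lef1 in MXD at 2W was at least 1.06-fold, where the paper's fold is 3.76. With normexp and loess, and each gene's probes ranked anew, 44 of the 76 folds differed, or 60 of 93 when entries measured only in that setting are counted too.

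The paper describes a large rise of down-regulated genes only in N-CE at 3W, where 57 probes were down- and 62 up-regulated here. The paper places coagulation among the groups down-regulated by MXD, and here the list had 2 genes up-regulated at 1W and 5 down-regulated at 2W.

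For N-CE the paper states increases of angiogenesis, autophagy, growth and muscle contraction genes. Here 0 genes of the angiogenesis, autophagy, growth factor and skeletal muscle lists were up-regulated at any week, and the paper's own Table 6 has muscle proteins under the down-regulated genes of 1W and 2W. The paper names Fgf2 and Pax6 as increased, but Fgf2 at 1W and Pax6 at 2W were below background in both groups when averaged over their 10 copies. Counted by spot without a P, a setting chosen after seeing the values, 1 copy of each passed the up fold. The paper states that N-CE lowered coagulation genes, and here 14 of 17 were higher than in VC at 1W and 16 of 18 lower at 3W, with 0 called.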

Other observations

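The tests on asymmetric folds, on spots below background, on dye bias, on the difference between MXD and N-CE at 2W and on the vascular list week by week were chosen only after the results had been seen.

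The follicle lists were higher in MXD at 2W. A VC pool low in growing follicles is argued against as the whole cause. The difference between MXD and N-CE, in which the shared VC pool cancels, was 1.10 ± 0.12 for keratin-associated proteins and was above its SD for the other 4 follicle lists. The rise of 0.35 in N-CE over the same VC pool leaves open that part of it comes from VC. The stage of the hair cycle of the pooled mice and an effect of MXD both remain open.

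Slow skeletal muscle genes such as Myh7 and Myl2 were lower in both treatments at 1W. More slow muscle in the VC skin pool of that week cannot be told apart from an effect of the treatments, since the list had a median of 0.00 in MXD over members that went both ways. Less skeletal muscle of every kind in the treated skin is argued against in N-CE, where the fast and general list was at -0.14 against -0.76 for the slow list. The contrast was much smaller with normexp and loess, at -0.13 and -0.30.

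Beside the lower muscle genes of MXD, the vascular list was used to ask whether vascular smooth muscle genes fell too. At 2W its median was -0.53, though 6 of the 15 genes were higher than in VC. Adipocyte, T cell and NK cell, and angiogenesis lists fell as well, to -0.71, -0.98 and -0.41, of which the second became -0.21 with normexp and loess. The fast and general skeletal muscle list, at -1.44, holds other genes than the vascular list. A lower vascular list therefore does not account for its fall. At 1W and 3W the vascular medians of -0.07 and 0.05 over members going both ways decide nothing. Transcript levels do not measure relaxation.

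Without a P, spots past the paper's folds on both arrays numbered 4166 up and 10585 down over the 6 comparisons, a ratio of 2.54. A fold of 0.75 is nearer to 1 than one of 1.5 on the log scale. With symmetric folds the ratio was 1.52, so this may account for part but not all of the excess. By comparison the ratio became 1.09, 1.31 and 1.13 in MXD and 2.91, 0.98 and 3.27 in N-CE. In N-CE at 3W, 44.9% of the spots past the down fold had substituted signals in both channels on an array, because neither exceeded background, and in the other comparisons 0.0%. This may account for part of the spots past that fold, and how large a part stays open. The scanner log ratio is 0 on an array for 826 of the 1554 spots, which leaves 728. Spots not well above background in either group made up 55.3% of them, against 25.1%, 9.01% and 45.7% in MXD and 22.2% and 58.6% in N-CE at 1W and 2W. Of the spots past a fold on both arrays, 30.6%, 63.0% and 17.2% had P under 0.01 on both arrays in MXD, and 36.4%, 8.54% and 6.24% in N-CE.

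In N-CE at 2W, 57 probes passed P on both arrays in opposite directions against 50 in the same direction, which is consistent with dye bias left after normalization. In the other comparisons 14 to 44 probes were in opposite directions, against 120 to 4077 in the same direction. An effect of N-CE at 2W too small for these arrays stays open.

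Both treatments are divided by the same VC pool. The correlation of -0.07 between MXD and N-CE at 1W gives no sign of a common movement across all probes. It is below the simulated 0.22, but the VC variance behind that value was set from the real folds, any effects included. Single probes did move together, with 10 up- and 9 down-regulated in both treatments. The values of 0.33 at 2W and 0.18 at 3W lie above the simulated 0.28 and 0.00. The simulation of 3W gave VC almost no variance, so its 0.00 is no reference for a shared VC pool. With 1 pool each, a common effect, a slide effect and VC cannot be told apart.

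Beside the limma fits over the 3 weeks, the sign of each week's folds was changed in every way. All 4 of 4 patterns gave as many calls as the real one for MXD, for N-CE and for their difference, namely 0, and 4 patterns cannot exclude chance in any case.

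The other list medians were as follows. In MXD at 1W, 2W and 3W the medians were -0.06, -0.41 and -0.02 for angiogenesis, -0.08, -0.31 and -0.05 for growth factors, 0.00, -0.09 and 0.06 for homeobox, 0.01, 0.06 and -0.03 for olfactory receptors, -0.16, -0.98 and -0.08 for T cell and NK cell genes, and 0.15, 0.65 and -0.09 for citrullination. Epidermal and wound keratins were at -0.05 and -0.21 in MXD at 2W and 3W and at 0.02, -0.01 and 0.03 in N-CE at the 3 weeks, with the Cy5 and Cy3 arrays apart by as much as 0.35 and -0.37 at 2W. Olfactory receptors were at 0.08, 0.01 and -0.10 in N-CE. Vascular smooth muscle genes were at 0.07, -0.01 and 0.11 in N-CE. Clock genes were at -0.06 in MXD at 3W and -0.09 in N-CE at 3W. Immediate early genes were at 0.07 in MXD at both 1W and 3W and at 0.09 and 0.05 in N-CE, and erythrocyte genes at 0.02 in MXD and -0.17 in N-CE at 1W. Some medians within 0.1 of 0 change sign between the 2 arrays.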
